# Gene signatures in wound tissue as evidenced by molecular profiling in the chick embryo model

**DOI:** 10.1186/1471-2164-11-495

**Published:** 2010-09-14

**Authors:** Fabienne Soulet, Witold W Kilarski, Philipp Antczak, John Herbert, Roy Bicknell, Francesco Falciani, Andreas Bikfalvi

## Abstract

**Background:**

Modern functional genomic approaches may help to better understand the molecular events involved in tissue morphogenesis and to identify molecular signatures and pathways. We have recently applied transcriptomic profiling to evidence molecular signatures in the development of the normal chicken chorioallantoic membrane (CAM) and in tumor engrafted on the CAM. We have now extended our studies by performing a transcriptome analysis in the "wound model" of the chicken CAM, which is another relevant model of tissue morphogenesis.

**Results:**

To induce granulation tissue (GT) formation, we performed wounding of the chicken CAM and compared gene expression to normal CAM at the same stage of development. Matched control samples from the same individual were used. We observed a total of 282 genes up-regulated and 44 genes down-regulated assuming a false-discovery rate at 5% and a fold change > 2. Furthermore, bioinformatics analysis lead to the identification of several categories that are associated to organismal injury, tissue morphology, cellular movement, inflammatory disease, development and immune system. Endothelial cell data filtering leads to the identification of several new genes with an endothelial cell signature.

**Conclusions:**

The chick chorioallantoic wound model allows the identification of gene signatures and pathways involved in GT formation and neoangiogenesis. This may constitute a fertile ground for further studies.

## Background

Different physiological as well as pathological conditions trigger tissue remodeling including surgery, infection, chemical or physical burns, ischemia or immunological reaction [1]. The restoration of tissue integrity involves alteration in tissue elasticity, interstitial fluid pressure and oxygen tension, which is normalized by vascularization of the affected region [2]. Revascularization is accomplished by the ingrown of the granulation tissue (GT) that is composed of a dense network of enlarged vessels forming specific and leaky temporary vasculature [3]. When not disturbed, GT vasculature is normalized during course of scarification. The healing process proceeds according to that general pattern e.g. in the skin but also during regenerative healing after brain or myocardium stroke [4]. Wound healing can be perturbed by pathological changes that include ulceration, hypertrophic scaring or keloids formation and fibrosis [5]. Modern therapy requires the targeting of drugs directly to the site of interest and to accomplish that goal in systemic treatment, the molecular signatures distinguishing the expanding vasculature of the GT from the normal vessels need to be known.

The chicken embryo model has been widely used in developmental biology to understand vascular development and to test the effect of molecules predicted to interfere with the angiogenic process or lymphangiogenesis [6]. For example, the effect of flow on vessel ontology such as venous or arterial patterning has been elucidated using the chicken chorioallantoic membrane (CAM) [7]. Furthermore, the effect of different angiogenesis stimulators such as VEGF-A, VEGF-C or inhibitors has been tested in the chick embryo. Adult wound healing involves movement from the epidermis and connective tissue and the recruitment of inflammatory and immunocompetent cells. Embryonic wound healing also involves wound contraction, followed by re-epithelialization but without recruitment of immunocompetent cells. The inflammatory response in wound healing is crucial for fighting infection so that tissue damage does not lead to death through septicaemia. But, aside from this role, recruitment of leukocytes may more negatively impact wound healing. Indeed, knockout and knockdown studies suggest that immun cells do not promote wound healing and their depletion can even enhance it [1,8]. Thus, models of embryonic wound healing will evidence gene regulations that are crucial for the healing process and independent from the perturbation induced by immunocompetent cells. However, neutrophile-like inflammatory cells and monocyte-like cells are accumulated in growth factor-stimulated CAM which may participate in the wound healing process[9].

Kilarski et al. [10] have developed a method to investigate GT formation in the CAM. This model has allowed a better understanding of the formation of the vasculature during GT formation [10]. The major advantages of CAM wound healing model is that the CAM is composed of blood vessels and enclosed within 2 layers of epithelium and a fibroblast matrix. This is in contrast to a skin model, for example, where there are multiple cell and tissue types (epidermis, dermis and subdermis). Wound healing in the CAM model reflects primary changes in vasculature and in stromal fibroblasts that is not affected by "noise" from other cell types. Furthermore, a matched control can be obtained from the same CAM.

Modern functional genomics approaches may facilitate a better understanding of the molecular events involved in tissue morphogenesis and allow the identification of molecular signatures and pathways. We have recently applied transcriptomic profiling to elucidate the molecular signatures involved in the development of the normal chicken chorioallantoic membrane and in tumors engrafted onto the CAM [11,12]. Furthermore, engraftment of human tumour tissue onto the CAM, followed by transcriptomic analyses with both human and chicken microarrays, enables the gene signatures of both the host stroma and the human tumour to be distinguished. We have now extended our earlier studies by performing a transcriptome analysis in the "wound model" of the chicken CAM. This has allowed us to identify gene signatures involved in GT formation and neoangiogenesis. These results further indicate that the chicken embryo model is an excellent tool for discovering networks that are associated with granulation-tissue formation and tissue repair.

## Results and Discussion

### Wound induction in the chicken CAM

Chick embryos were cultured for 10 days and CAMs were inflicted by parallel scalpel superficial cuts of 1 cm area, followed with a subsequent scarping off of the epithelium of the injured chorioallantoic membrane. The wound area was then covered with 1.5 cm square nylon grid (figure 1A). As seen in figure 1B, significant GT was formed and grew through the nylon grid in response to injury. This GT contained a significant amount of blood vessels with abnormal morphology (tortuous blood vessels). Newly formed blood vessels within the CAM became functional since injection of Indian ink clearly evidenced newly perfused blood vessels in the GT (figure 1C).

**Figure 1:**
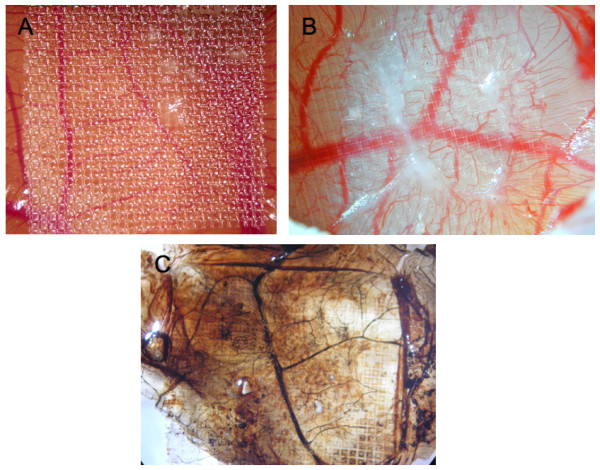
**Wound Model of the chicken chorioallantoic membrane**. Panels A and B of this figure display granulation tissue 6 days after injury (B is a larger magnification of A). In panel C, also showing granulation tissue 6 days after injury, Indian ink was injected to visualize perfused blood vessels (vessels are now black).

The CAM wound model has been established to analyze GT formation and the role of invading fibroblasts and blood vessels in this process [10]. It has been found that tissue tension generated by activated fibroblasts or myofibroblasts during wound contraction, mediated and directed translocation of the vasculature. This vasculature can be expanded secondarily by elongation and vessel enlargement, and finally, through splitting and sprouting. To verify the presence of myofibroblasts in our experimental set up, we performed immunohistology using anti-α2-somooth muscle actin antibodies. The invasion of α2-smooth muscle (α2-SM) actin positive myofibroblasts and of blood vessels in the wounded area was clearly visible and is depicted in figure 2.

**Figure 2:**
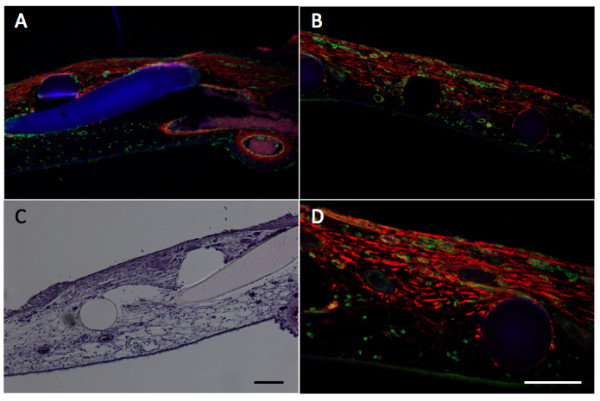
**Histology and immunohistology in the wound model**. Wounding is performed as indicated in Methods and analyzed by histology and immunohistology. Panel A and B, immunohistological analysis of α2-smooth muscle actin (anti-α2-SM antibody) in red, vessels are stained in green (SNA-isolectin) and nuclei in blue (Dapi) of two different areas of the wounded CAM (10× magnification). Panel C, Hematoxylin-eosin staining (10× magnification. Panel D is a higher magnification (20× magnification) of B. Scale bars, 100 μm. The figure clearly shows the infiltration of a2-SM positive myofibroblasts and of blood vessels in the wounded area. The grid is visible in blue (A), or as black (B,D) and white holes (C) or in rosa (C).

Other chick wound models that have been proposed such as epithelial regeneration models at the surface of the embryo such as at the wing bud or the midbrain region [8,13,14]. These models have helped to characterize some of the morphological and molecular events occurring during embryonic tissue repair involving actin cable assembly and the Rho kinases[8,14]. Tissue wound contraction is present in this model to some extent, however without the presence of α2-SM positive myofibroblasts[8]. Another model is characterized by the removal of only the peridermal layer. Wound closure in this model is essentially driven by the conversion of the basal layer, from monolayer to multilayer [15].

The advantage of our model is that it clearly distinguishes between preexisting and newly formed tissue and vasculature and that an ingrowth of α2-SM actin positive myofibroblasts is observed. Furthermore, recruitment and translocation of the vasculature in the wound area can be clearly envisioned. This allows us to perform transcriptomic analysis after wounding to establish which genes are important players in this process.

### Gene signatures in wound tissue by molecular profiling

We therefore extracted RNA from eggs 6 days post-wounding. We also extracted RNA from areas where no injury was inflicted to the CAM from the same eggs. Thus, each wound had a matched control from the same egg and three eggs were used for hybridization on each chip with their own controls (6 samples in total). 

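The chorioallantoic membrane (CAM) is the vascularised membrane that lines the shell of the chick egg. Wounded and uninjured CAM of 3 eggs, collected 6 days after wounding, gave 6 Affymetrix chicken GeneChips, 3 of wound and 3 of control tissue. The values used are the authors' log2 intensities per probe set from robust multi-array averaging (RMA), which corrects background, equalises the distributions of the arrays and summarises the probes of a set. The methods also name global scaling in GCOS, whose linear signals these values are not. Array medians lay between 3.01 and 3.05. Of 38535 probe sets, 96 controls were left out, and 27168 of the remaining 38439 have 1 gene symbol. Wounds and controls were compared with limma, adjusting p by Benjamini-Hochberg over all probe sets. A gene named for a fold change rose or fell where its adjusted p was under 0.05 and its fold change over 2, the fold being 2 to the power of the difference of mean log2 values. Gene lists were fixed before the data were examined but with the paper's tables already read, so members in those tables had been seen. They were tested with camera at a preset inter-gene correlation of 0.01. A list member counts as past the test at an adjusted p under 0.05 with any fold. A gene named for its own fold change is represented by the probe set the paper tabulates, where there is one. In the list tests and counts each gene is represented by its probe set of highest mean. A fit with the replicate number as a block was run beside each result, and its adjusted p, or its count of members, is given as "blocked" where it ends a call or moves a count by more than 1.5 times. With 3 arrays a group, an exact unpaired permutation test of 1 gene cannot go below p = 0.1, and a paired one has a higher limit. The number of arrays limits the precision.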

Data were normalized using the robust multi-averaging method, part of the Affymetrix library in the statistical programming language R. Hierarchical clustering, performed on the three wounded and non-wounded samples, indicated separate clustering of wounded and non-wound CAM tissue (figure 3A). This indicates good quality of the samples collected and of hybridizations. 

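In average-linkage clustering on 1 minus Pearson's correlation over all probe sets, the 3 control arrays formed 1 cluster and the 3 wound arrays the other, with 0 arrays outside their group. The clusters joined at a distance of 0.0252. The first principal component, holding 48.3% of the variance, placed the wounds at 51.2, 40.6 and 18.0 and the controls at -26.3, -39.1 and -44.5. Wound replicate 3 lay closest to the controls.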

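Granulation tissue and control CAM differed in both directions, more often upward: 208 probe sets rose and 50 fell. Among them 193 and 39 have 1 gene symbol, from the keratin KRT75 and the lipid carrier FABP4 at the upper end to the hyaluronan-binding ITIH5 and the collagen COL8A1 at the lower. Without a threshold on the fold, 785 probe sets were higher and 117 lower. In 7633 probe sets, 19.9% of all, the wounds and the controls did not overlap, where chance gives 10% if the arrays are unpaired. With the replicate number as a block, 71 rose and 12 fell, of which 46 and 6 were also called without it. After quantile normalization of the arrays the counts were 57 and 21. Leaving out 1 array moved the counts, except the higher count without wound replicate 3. Without control replicate 1, 2 or 3 in turn, 61, 15 and 9 rose and 11, 6 and 4 fell. Without wound replicate 1, 2 or 3, 99, 97 and 208 rose and 14, 15 and 253 fell. Of the 142 genes named by the rule in the processing summary, 74 lost their call without control replicate 3 and 70 without control replicate 2. 

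**Figure D1:**
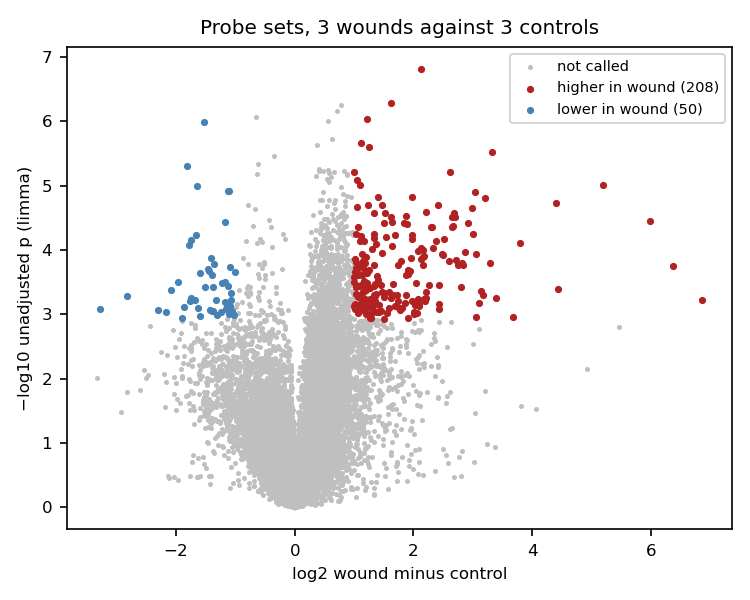
Each point is 1 probe set. The horizontal axis gives the log2 difference of wound minus control, the vertical axis the negative log10 of limma's unadjusted p, and red and blue points are the 208 probe sets that rose and the 50 that fell.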

We observed a total of 282 genes up-regulated and 44 genes down-regulated, applying a FDR < 5% and a fold change > 2 (figure 3B).

**Figure 3:**
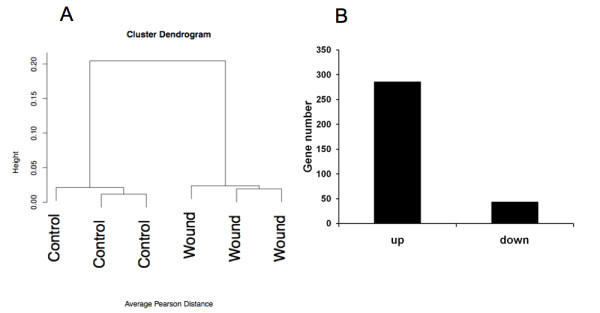
**Global analysis of the transcriptomic data**. Panel A displays hierarchical clustering of the wounds versus the control microarray results. In panel B, the quantitative representation of up and down-regulated genes in granulation tissue in comparison with control tissue is displayed.

Up-regulation as high as 79 fold was observed. 

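FABP4, a carrier of fatty acids, rose 116-fold in wound over control CAM, with log2 values of 4.05 ± 1.56 in controls and 10.90 ± 0.48 in wounds (SD, n = 3 arrays each), a log2 fold change of 6.86 (standard error 0.86, adjusted p = 0.0371, 0.0624 blocked). RBP7, which binds retinol, rose 83.1-fold, a log2 fold change of 6.38 (standard error 0.62, adjusted p = 0.0230), and TTR, the plasma carrier of thyroxine and retinol, 36.7-fold, a log2 fold change of 5.20 (standard error 0.27, adjusted p = 0.0107). The keratin KRT75 rose 63.3-fold, a log2 fold change of 5.98 (standard error 0.41, adjusted p = 0.0153, 0.0571 blocked). CYBB, a subunit of the phagocyte NADPH oxidase, rose 9.81-fold, a log2 fold change of 3.29 (standard error 0.31, adjusted p = 0.0225, 0.0741 blocked). The chemokine ah221 (LOC417536) rose 9.95-fold, a log2 fold change of 3.32 (standard error 0.13, adjusted p = 0.00879). CRISP3, annotated as CRISP2 on the array, rose 8.33-fold, a log2 fold change of 3.06 (standard error 0.27, adjusted p = 0.0211). Also among the 10 with the highest fold were CMBL (3.80, adjusted p = 0.0178, 0.0522 blocked), the succinate receptor SUCNR1 (3.40, adjusted p = 0.0365, 0.0632 blocked) and the protease inhibitor CSTA (3.20, adjusted p = 0.0127). SPP1, the matrix protein osteopontin, measured 4.86 ± 1.56 in controls and 10.32 ± 0.45 in wounds (SD, n = 3 each), 44.2-fold, a log2 fold change of 5.47 (standard error 0.86, adjusted p = 0.0582). In all of these genes the 3 wounds lay above the 3 controls, which the rule that chose the 10 requires of them. A second probe set of RBP7 and of TTR, dim in both tissues at control means of 2.81 and 3.11, differed by -0.02 and -0.01. Without control replicate 1 the fold of FABP4 was 216 and that of SPP1 82.3. The test is limma over all probe sets.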

Among the most up-regulated genes, we observed: fatty acid binding protein 4 FABP4 (79 fold), retinol binding protein 7 (RBP7) (74 fold), transthyretin (TTR) (37fold), osteopontin (SPP1) (30 fold), neutrophile cytosolic factor (NCF2) (25 fold), chemokine ah221 (LOC417536) (10 fold) and cysteine-rich secretory protein (CRISP3 (8 fold)) (Table 1). Among the most down-regulated genes, we observed: inter-alpha (globulin) inhibitor H5 (ITIH5) (0.11 fold), Collagen type VIII a1 (0.15 fold), testican (SPOCK1) (0.29 fold), Atonal homolog 8 (ATOH8) (0.29 fold), laminin a1 (LAMA1) (0.32 fold), CXCL12 (0.32 fold), C1q and TNF-related protein 1 (C1QTNF1) (0.32 fold) and plexin A2 (PLXNA2) (0.33 fold) (Table 2).

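ITIH5, which binds hyaluronan in the matrix, fell to 0.104 of its control level, a log2 fold change of -3.27 (standard error 0.44, adjusted p = 0.0429, 0.0578 blocked). COL8A1, a short-chain collagen of vessel walls, fell to 0.142, a log2 fold change of -2.82 (standard error 0.34, adjusted p = 0.0353, 0.0710 blocked). CLEC3B (tetranectin) and ANK2 (ankyrin 2) fell to 0.222, a log2 fold change of -2.17 (standard error 0.30, adjusted p = 0.0445, 0.0779 blocked), and 0.256, a log2 fold change of -1.96 (standard error 0.21, adjusted p = 0.0287, 0.0568 blocked). The proteoglycan SPOCK1 and the transcription factor ATOH8 had log2 fold changes of -1.78, adjusted p = 0.0183, and -1.81, adjusted p = 0.00926, 0.0523 blocked. The basement membrane chain LAMA1 (-1.64, adjusted p = 0.0107), the chemokine CXCL12 (-1.68, adjusted p = 0.0371, 0.0552 blocked), C1QTNF1 (-1.66, adjusted p = 0.0162, 0.0660 blocked) and the semaphorin receptor PLXNA2 (-1.60, adjusted p = 0.0251, 0.0521 blocked) also fell. IGSF21 (-1.74, adjusted p = 0.0172) and WNT2B (-1.75, adjusted p = 0.0365, 0.0534 blocked) complete the 10 with the largest falls, which leave out LAMA1 and PLXNA2. Their 3 wounds lay below their 3 controls in each case, which the rule that chose the 10 requires of them. 

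**Figure D2:**
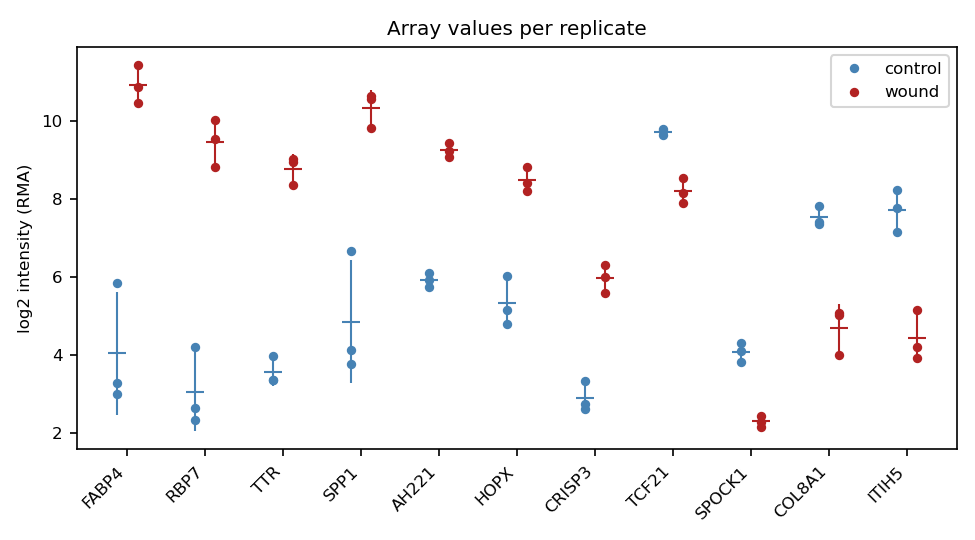
Log2 RMA intensity of FABP4, RBP7, TTR, SPP1, ah221, HOPX, CRISP3, TCF21, SPOCK1, COL8A1 and ITIH5 in control (blue) and wound (red), with each array as a point and the group mean and SD as bars. FABP4 wounds lay between 10.46 and 11.41 and controls between 3.00 and 5.85, while ITIH5 wounds lay between 3.94 and 5.17 and controls between 7.14 and 8.21.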

**Table 1:** List of 20 most induced genes in granulation tissue

Affymetrix ID	UniGene ID	Gene Name	Gene Symbol	Fold Change
Gga.4939.1.S1_s_at	Gga.4939	fatty acid binding protein 4, adipocyte	FABP4	79.23
Gga.9386.1.S1_at	Gga.9386	retinol binding protein 7, cellular	RBP7	73.82
Gga.17686.1.S1_at	Gga.41504	keratin 75	KRT75	59.38
Gga.2620.1.S1_at	Gga.2620	transthyretin	TTR	36.7
Gga.3551.1.S1_at	Gga.3551	secreted phosphoprotein 1 (osteopontin, bone sialoprotein I, early T-lymphocyte activation 1)	SPP1	30.01
Gga.17647.1.S1_at	Gga.34552	neutrophil cytosolic factor 2 (65 kDa, chronic granulomatous disease, autosomal 2)	NCF2	25.09
Gga.7228.1.S1_at	Gga.7228	carboxymethylenebutenolidase homolog (Pseudomonas)	CMBL	14.33
Gga.11640.1.S1_at	Gga.11640	succinate receptor 1	SUCNR1	11.04
GgaAffx.10393.1.S1_at	Gga.46851	cytochrome b-245, beta polypeptide (chronic granulomatous disease)	CYBB	10.25
Gga.9133.1.S1_at	Gga.9133	Chemokine ah221	LOC417536	9.95
Gga.6239.1.S1_at	Gga.6239	regulator of G-protein signalling 1	RGS1	9.28
Gga.11456.1.S1_at	Gga.11456	cystatin A (stefin A)	CSTA	9.25
Gga.3383.1.S1_at	Gga.3383	lipopolysaccharide-induced TNF factor	LITAF	9.16
Gga.729.1.S1_at	Gga.729	mature avidin	LOC396260	8.41
Gga.1158.3.S1_a_at	Gga.1158	HOP homeobox	HOPX	8.41
GgaAffx.6592.1.S1_at	---	---	---	8.36
GgaAffx.25031.1.S1_at	Gga.19498	cysteine-rich secretory protein 3	CRISP3	8.29
Gga.17679.1.S1_s_at	Gga.39008	similar to immunoglobulin-like receptor CHIR-AB3 -B4 -B5 -B	LOC425449	8.2
GgaAffx.11785.1.S1_s_at	Gga.9879	lipase A, lysosomal acid, cholesterol esterase (Wolman disease)	LIPA	8.17
Gga.5743.1.S1_at	Gga.5743	lymphocyte antigen 96	LY96	8.09

**Table 2:** List of 20 most down-regulated genes in granulation tissue

Affymetrix ID	UniGene ID	Gene.Name	Gene Symbol	Fold Change
Gga.9732.1.S1_at	Gga.43260	inter-alpha (globulin) inhibitor H5	ITIH5	-9.09
Gga.3013.1.S1_at	Gga.3013	collagen, type VIII, alpha 1	COL8A1	-6.67
Gga.3652.1.S1_at	Gga.3652	C-type lectin domain family 3, member B	CLEC3B	-4.35
GgaAffx.8087.2.S1_s_at	---	---	---	-4.17
Gga.15966.1.S1_at	Gga.35123	ankyrin 2, neuronal	ANK2	-3.85
Gga.9166.1.S1_at	Gga.9166	Finished cDNA, clone ChEST252j10	---	-3.57
Gga.16835.1.S1_at	Gga.15599	sparc/osteonectin, cwcv and kazal-like domains proteoglycan (testican) 1	SPOCK1	-3.45
Gga.8360.1.S1_at	Gga.36205	Atonal homolog 8 (Drosophila)	ATOH8	-3.45
GgaAffx.26547.1.S1_at	---	---	---	-3.33
Gga.170.1.S1_at	Gga.170	wingless-type MMTV integration site family, member 2B	WNT2B	-3.33
Gga.6141.1.S1_at	Gga.6141	immunoglobin superfamily, member 21	IGSF21	-3.33
Gga.12209.1.S1_at	Gga.12209	Chromosome 4 open reading frame 31	C4orf31	-3.12
GgaAffx.24366.1.S1_at	Gga.23904	laminin, alpha 1	LAMA1	-3.12
Gga.9513.1.S2_at	Gga.9513	Chemokine (C-X-C motif) ligand 12 (stromal cell-derived factor 1)	CXCL12	-3.12
GgaAffx.7505.1.S1_at	Gga.29269	C1q and tumor necrosis factor related protein 1	C1QTNF1	-3.12
Gga.19875.1.S1_at	Gga.23851	plexin A2	PLXNA2	-3.03
Gga.8241.1.S1_at	Gga.8241	transcription factor 21	TCF21	-2.86
Gga.9024.1.S1_at	Gga.43042	chromosome 8 open reading frame 22	C8orf22	-2.86
Gga.618.1.S1_at	Gga.43121	cytochrome P450 1A4	CYP1A4	-2.78
GgaAffx.3294.1.S1_at	Gga.37857	similar to SYT9 protein	LOC423026	-2.7

In order to analyze potential functional trends in the gene lists identified, we performed a functional analysis of the lists of differentially expressed genes. With the purpose to describe the overall representation of functions differentially modulated in response to wounding, we first computed the number of genes represented in the most common gene ontology (GO) categories. As seen in figure 4, the most abundant categories found in this analysis were "binding", "catalytic activity", "cell part", "cellular processes" and "metabolic processes". There was a slight preponderance of up-regulated genes within the first three categories. However, within "metabolic processes" the majority of genes were up-regulated rather than down-regulated.

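Genes of glycolysis, of fatty acid handling and of the phagocyte oxidase, which makes reactive oxygen, lay mostly above their control levels in the wound. Of 31 measured glycolysis and hypoxia genes, 4 rose, 0 fell and 27 did not pass the test (11 higher and 0 lower when adjusted over the list alone). LDHA, which makes lactate, had a log2 fold change of 1.30 (standard error 0.18, adjusted p = 0.0455), and the glucose transporter SLC2A3, annotated as SLC2A14, a log2 fold change of 1.90 (standard error 0.19, adjusted p = 0.0239, 0.0894 blocked). The other 2 past the test, chosen after their values were seen, were the glycolytic enzymes ENO1 (0.66, adjusted p = 0.0173) and TPI1 (0.62, adjusted p = 0.0307). The list's median was 0.54 and camera's adjusted p was 0.00258 (adjusted p = 0.117 with an estimated correlation). GAPDH, the most abundant member that did not pass, measured 0.61, adjusted p = 0.0926. Of 42 measured fatty acid and cholesterol handling genes, 3 rose, 0 fell and 39 did not pass the test (13 higher and 0 lower when adjusted over the list alone). Besides FABP4 they were LIPA, the lysosomal acid lipase (2.70, adjusted p = 0.0147, 0.0568 blocked), and GK, glycerol kinase (0.72, adjusted p = 0.0332, 0.100 blocked), the latter chosen after its value was seen. APOA1, an apolipoprotein, had a log2 fold change of 2.13 (standard error 0.31, adjusted p = 0.0515). This list's median was 0.44 and camera's adjusted p was 0.00221 (adjusted p = 0.117 with an estimated correlation, 0.161 over members outside the paper's tables). Of 28 measured phagocyte oxidase and oxidative stress genes, 7 rose, 0 fell and 21 did not pass the test (13 higher and 0 lower when adjusted over the list alone, 1 and 0 blocked over all probe sets). The heme oxygenase HMOX1 had a log2 fold change of 1.98 (standard error 0.16, adjusted p = 0.0172, 0.0616 blocked) and the oxidase subunit NCF4 a log2 fold change of 1.87 (standard error 0.12, adjusted p = 0.0147, 0.0599 blocked). The median was 0.45 and camera's adjusted p was 4.35e-06 (adjusted p = 0.117 with an estimated correlation, 0.0278 over members outside the paper's tables). Myeloid cell markers lay mostly above their control levels in the same wounds.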

**Figure 4:**
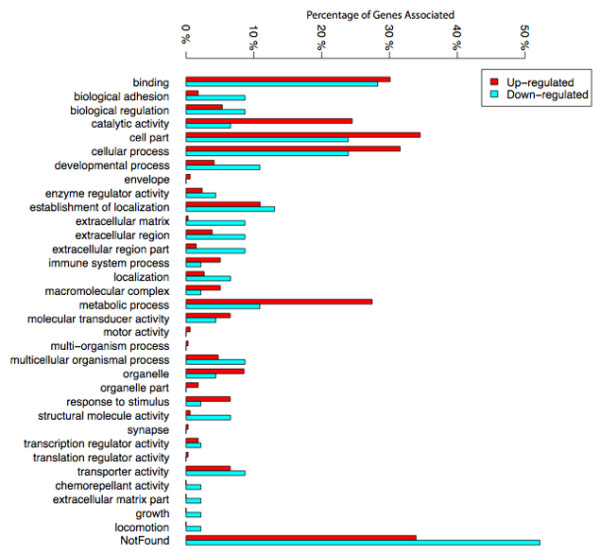
**Gene ontology**. This figure portrays the gene ontology of up and down-regulated genes in granulation tissue in comparison with control tissue. Numbers represent the percentages of genes identified associated with a biological process, a cellular component or a molecular function.

Furthermore, differences in four other categories related to extracellular matrix and adhesion ("biological adhesion", "extracellular matrix", "extracellular region" and "extracellular region part") were quite striking. In these categories, down-regulated genes were much more abundant. In addition to this analysis, and in order to identify functional categories enriched in our gene lists, we also performed a functional analysis using the web based tool, DAVID [16,17]. This procedure clusters genes with similar functions (defined by similar Gene ontology or KEGG pathway terms) into annotation clusters (Additional file 1). It then assesses whether these "functional clusters" are over-represented in the list of genes differentially regulated. 

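Genes for the fibres and sheets of the extracellular matrix lay mostly below their control levels in the wound. Proteases that cut the matrix, and their inhibitors, were mixed. Of 47 measured extracellular matrix structural genes, 0 rose, 4 fell and 43 did not pass the test (1 higher and 4 lower when adjusted over the list alone, 0 and 2 blocked over all probe sets). The 4 were COL8A1, SPOCK1, ITIH5 and HAPLN1, a link protein of hyaluronan matrices chosen after its value was seen (-0.61, adjusted p = 0.0374, 0.0934 blocked). By their most abundant probe sets, which the list uses, LAMA1 (-2.00, adjusted p = 0.264) and FBN1 (-1.13, adjusted p = 0.227) did not pass, while the probe sets the paper tabulates for them fell. Below 0 lay 43 members, with a median of -0.76, and camera's adjusted p was 1.57e-13 (adjusted p = 0.258 with an estimated correlation, 0.0586 from fry). The most abundant members, SPARC and fibronectin FN1, did not pass, at -0.43, adjusted p = 0.552, and -0.50, adjusted p = 0.353. Of 35 measured matrix proteases and inhibitors, 3 rose, 0 fell and 32 did not pass the test (5 higher and 2 lower when adjusted over the list alone, 1 and 1 blocked over all probe sets). The 3 were serine protease inhibitors or relatives: SERPINB5, SERPINF1 (1.64, adjusted p = 0.0185) and SERPINE2 (0.95, adjusted p = 0.0403, 0.0523 blocked), the last chosen after its value was seen. The gelatinase MMP2 measured 0.07, adjusted p = 0.994, and SERPINH1, a collagen chaperone, -0.83, adjusted p = 0.282. That list had a mean of 0.15, a median of 0.02 and a camera direction of down, at an adjusted p of 0.530, so its test differs in sign from its mean and median, and fry's direction was up. Endothelial, smooth muscle and fibroblast genes lay mostly below their control levels in the same wounds. 

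**Figure D3:**
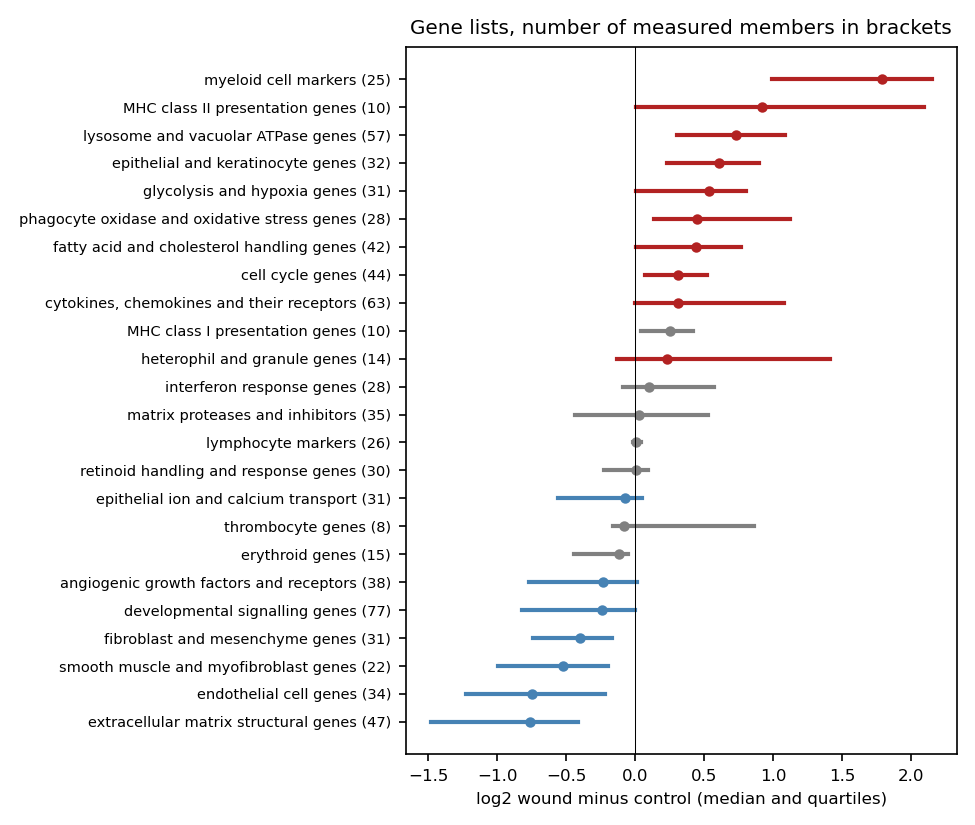
Median (point) and quartiles (line) of the log2 difference of wound minus control over the measured members of each of 24 gene lists, with their number in brackets. Red and blue lists were higher and lower by camera at an adjusted p under 0.05 and grey lists were not. With an estimated correlation 0 lists passed. Myeloid cell markers stand highest at 1.79 and extracellular matrix structural genes lowest at -0.76.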

We submitted the up and down regulated genes separately and summarized the results in table 3. Due to the relatively low number of significant genes at 5% FDR level, we have also verified that results of the analysis were similar at less stringent FDR thresholds (10% and 15%FDR). Generally no new functions emerged when the FDR was increased but as expected, each function increased in significance and enrichment.

**Table 3:** DAVID analysis summary

UP		LO	
Enrichment Score	Function	Enrichment Score	Function
4.64	antigen processing and presentation pf petide or polysaccharide antigen via MCH class II	2.55	Extracellular matrix
2.43	phosphoinositide binding	1.06	Developmental process
2.28	transmembrane		
1.9	Cytokine/chemokine activity		

This table shows a summary of the DAVID analysis. The functional terms most representing the annotation cluster is shown in columns 2 and 4 with the respective enrichment scores in columns 1 and 3. The higher the enrichment score, the more interesting the enriched function.

The expression of a number of cytokines or chemokines was up-regulated after wounding. Some of them are represented in the GO term "Cytokines-Chemokines". Among the others clearly associated with this category are IL10R, IL4R, chemokine ligand 20 (CCL20), CX3CR1 and IL1β. 

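IL4R, the interleukin-4 receptor, rose 2.08-fold, a log2 fold change of 1.06 (standard error 0.10, adjusted p = 0.0233, 0.0524 blocked). CX3CR1, the fractalkine receptor, rose 2.14-fold, a log2 fold change of 1.10 (standard error 0.13, adjusted p = 0.0350, 0.0595 blocked), while a second probe set of it lay at 2.24 in controls, under the array's median level, and differed by -0.0030. IL1B rose 2.40-fold, a log2 fold change of 1.27 (standard error 0.16, adjusted p = 0.0369, 0.0867 blocked). IL10R, annotated as IL10RB, measured 2.08-fold, a log2 fold change of 1.05 (standard error 0.16, adjusted p = 0.0561), and CCL20 2.08-fold, a log2 fold change of 1.06 (standard error 0.20, adjusted p = 0.0875), so neither passed the test over all probe sets. IL1B and CCL20 lay at 2.44 and 2.27 in controls, under the array's median level, where a fold can be understated. Of 63 measured cytokines, chemokines and their receptors, 9 rose, 1 fell and 53 did not pass the test (23 higher and 3 lower when adjusted over the list alone, 3 and 0 blocked over all probe sets). The highest were ah221, the GM-CSF receptor chain CSF2RA (2.61, adjusted p = 0.00926), the shared chain IL2RG (2.08, adjusted p = 0.020, 0.0672 blocked) and IL15 (1.95, adjusted p = 0.0245, 0.0595 blocked). CXCL12 was the 1 that fell. The list's median was 0.31 and camera's adjusted p was 2.32e-04 (adjusted p = 0.153 with an estimated correlation, 0.109 over members outside the paper's tables). The abundant members TNFSF10 and IFNAR2 measured -0.37, adjusted p = 0.758, and 0.32, adjusted p = 0.451. Markers of myeloid cells, which carry many of these receptors, lay mostly above their control levels too, and the lists share members such as CSF1R and CSF2RA.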

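MHC class II molecules, which show peptides to helper T cells, had 4 genes higher in the wound, among them the chain BLB1 and the invariant chain CD74. Class I molecules are found on most nucleated cells. Of 10 measured MHC class II presentation genes, 4 rose, 0 fell and 6 did not pass the test (5 higher and 0 lower when adjusted over the list alone, 0 and 0 blocked over all probe sets). BLB1, a class II beta chain, had a log2 fold change of 2.17 (standard error 0.20, adjusted p = 0.0217, 0.0745 blocked), the invariant chain CD74 a log2 fold change of 2.21 (standard error 0.14, adjusted p = 0.0147, 0.0624 blocked), and the thiol reductase IFI30 and the protease CTSS, which prepare peptides for class II, 2.82, adjusted p = 0.0225, 0.0785 blocked, and 1.87, adjusted p = 0.0346, 0.0785 blocked. DMA, which loads peptides, measured 1.80, adjusted p = 0.0670, and RFXANK, a regulator of class II genes, 0.04, adjusted p = 0.998. The median was 0.92 and camera's adjusted p was 0.00990 (adjusted p = 0.300 with an estimated correlation, 0.0758 blocked, 0.521 and down over members outside the paper's tables). Of 10 measured MHC class I presentation genes, 2 rose, 0 fell and 8 did not pass the test (3 higher and 0 lower when adjusted over the list alone, 1 and 0 blocked over all probe sets). The 2, chosen after their values were seen, were B2M, the light chain of class I molecules (0.69, adjusted p = 0.0244, 0.0799 blocked), and the chaperone CANX (0.47, adjusted p = 0.0499). PDIA3 and CALR measured 0.43, adjusted p = 0.108, and 0.02, adjusted p = 0.999. The class I median was 0.26 and camera's adjusted p 0.0775, 0.0230 from fry and 0.0318 without wound replicate 1.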

Components of the major histocompatibility complex (MHC) were also found up-regulated after wounding. The latter may represent antigen presentation as a consequence to injury. This transcriptional response is not likely to be part of the immune system but may be associated to other cellular types of the GT such as endothelial cells or fibroblasts. 

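Markers of myeloid cells, the phagocyte lineage, lay mostly above their control levels in the wound. Endothelial and fibroblast genes lay mostly below, and markers of lymphocytes on both sides. Of 25 measured myeloid cell markers, 11 rose, 0 fell and 14 did not pass the test (21 higher and 1 lower when adjusted over the list alone, 2 and 0 blocked over all probe sets). LY96, a partner of TLR4, had a log2 fold change of 2.99 (standard error 0.19, adjusted p = 0.0139), the complement chain C1QB a log2 fold change of 2.75 (standard error 0.26, adjusted p = 0.0229, 0.0592 blocked) and LAPTM5 a log2 fold change of 2.64 (standard error 0.19, adjusted p = 0.0153, 0.0626 blocked), while the macrophage receptor CSF1R measured 1.65, adjusted p = 0.0589. The median was 1.79 and camera's adjusted p was 6.79e-12 (adjusted p = 0.117 with an estimated correlation). Of the 25 markers 14 are in the paper's tables, chosen on these samples. Over the others camera's adjusted p at the preset correlation was 0.0128. Of 26 measured lymphocyte markers, 0 rose, 0 fell and 26 did not pass the test (2 higher and 0 lower when adjusted over the list alone), with a median of 0.00314 and a camera adjusted p of 0.897. In controls 15 of these 26 lay under the array's median level. The T cell receptor chain CD3D measured 1.36, adjusted p = 0.0554, and GATA3 -0.01, adjusted p = 0.992. Of 34 measured endothelial cell genes, 0 rose, 3 fell and 31 did not pass the test (0 higher and 17 lower when adjusted over the list alone, 0 and 1 blocked over all probe sets), namely RAMP2, EGFL7 and GPR116. The median was -0.74 and camera's adjusted p was 2.21e-12 (adjusted p = 0.153 with an estimated correlation). Of 31 measured fibroblast and mesenchyme genes, 1 rose, 1 fell and 29 did not pass the test (1 higher and 7 lower when adjusted over the list alone, 1 and 0 blocked over all probe sets). They were VIM, an intermediate filament protein chosen after its value was seen (0.61, adjusted p = 0.0190, 0.0631 blocked), and the transcription factor TCF21. COL1A1 and COL3A1, the most abundant fibroblast members not past the test, measured -1.10, adjusted p = 0.397, and -0.40, adjusted p = 0.715. The fibroblast median was -0.40 and camera's adjusted p was 3.91e-07 (adjusted p = 0.259 with an estimated correlation, 0.0894 from fry). The protease CTSS is a member of both the myeloid and the class II list.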

Interestingly, the expression of some components of the extracellular matrix and genes involved in developmental processes were decreased. These include Wingless-type MMTV integration site family member 2B (WNT2B), fibrillin-1(FBN1), laminin-α1 (LAMA1), collagen VIII (COL8A1), FRAS1-related extracellular matrix-1 (FREM1), Cysteine-rich transmembrane BMP regulator 1 (CRIM1), Semaphorin 3G (SEMA3G) or Eph receptor A7 (EphA7). This indicates that synthesis of these components is no more required when significant GT formation has occurred. 

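Fibrillin FBN1 had a log2 fold change of -1.40 (standard error 0.14, adjusted p = 0.0253, 0.0703 blocked), FREM1, a protein of the epithelial basement membrane, a log2 fold change of -1.07 (standard error 0.13, adjusted p = 0.0334), CRIM1, a transmembrane regulator of BMPs, a log2 fold change of -1.10 (standard error 0.15, adjusted p = 0.0459, 0.0920 blocked), SEMA3G a log2 fold change of -1.41 (standard error 0.13, adjusted p = 0.0219, 0.0775 blocked) and the ephrin receptor EPHA7 a log2 fold change of -1.08 (standard error 0.14, adjusted p = 0.0371, 0.0966 blocked). These 5 fell by their tabulated probe sets. Other probe sets did not pass: of FREM1 those without overlap between the groups measured -1.48 and -0.85, and of SEMA3G -0.59, -0.44 and -0.21, and the remaining ones, under the array's median level, lay near 0. Of 77 measured developmental signalling genes, 0 rose, 3 fell and 74 did not pass the test (0 higher and 6 lower when adjusted over the list alone, 0 and 0 blocked over all probe sets). The 3 were ATOH8, PLXNA2 and EPHA7, while by their most abundant probe sets WNT2B (-1.74, adjusted p = 0.182), CRIM1 (-0.64, adjusted p = 0.164) and SEMA3G (adjusted p = 0.228) did not pass. The abundant members FZD1 and PLXND1 measured -0.32, adjusted p = 0.843, and -1.12, adjusted p = 0.292. The list's median was -0.24 and camera's adjusted p was 8.55e-10 (adjusted p = 0.153 with an estimated correlation). Endothelial, fibroblast and smooth muscle genes lay mostly below their control levels too. In the paper's reading of these falls, synthesis of the components is not required any more once granulation tissue has formed to a large extent.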

For the list of individual genes represented in our gene lists and belonging to these enriched categories, see additional files 2 and 3.

### Network analysis of genes modulated in response to wounding

In order to identify the structure of regulatory networks underlying response to wounding we performed Ingenuity Pathway Analysis (IPA). IPA identifies gene interaction networks representing potential regulatory pathways by integrating lists of differentially expressed genes with a vast public domain literature database, representing several types of gene-gene interactions. Contrary to gene ontology analysis IPA networks represented gene interactions linked to specific mechanisms (e.g. transcriptional activation, protein-protein interactions, etc).

Additional file 4 summarizes the results of this analysis by listing the most significant networks identified. The Ingenuity category with the best scores (> 20) were "Cardiovascular disease, organismal injury, tissue morphology" (score: 50), "Free Radical Scavenging, Cellular Movement, Hematological System Development and Function» (score: 45), « Inflammatory Disease, Respiratory Disease, Carbohydrate Metabolism » (score: 37), « Cellular Development, Hematological System Development and Function, Immune and Lymphatic System Development and Function » (score: 31), « Lipid Metabolism, Small Molecule Biochemistry, Vitamin and Mineral Metabolism » (score: 24), « Cancer, Immune and Lymphatic System Development and Function, Gene Expression » (score: 22).

The most significant networks identified with the best IPA scores are Network 1, 2, 3 and 4 (figures 5A-D). Network 1 and 2 rank top in the IPA score and reflect gene regulations involved in organismal injury, tissue morphology and cellular movement such as IL1, IL1b, ITGB2, PDGFBB, Rac, Ras, MMP9, PPAR, SERPINB2&B5, IL1RAP or CXC3CR1. 

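Among the genes the paper names in networks 1 and 2 are the integrin ITGB2, IL1B and the serpins SERPINB2 and SERPINB5. Of 26 measured members of network 1, 17 rose and 0 fell at an adjusted p under 0.05, and of 25 measured members of network 2, 15 rose and 0 fell at an adjusted p under 0.05. The study built these networks from its own calls on these samples, so the counts are no independent evidence of direction. ITGB2, the beta-2 integrin of leukocytes, rose 5.38-fold, a log2 fold change of 2.43 (standard error 0.33, adjusted p = 0.0429, 0.129 blocked), and the serpin SERPINB5 6.94-fold, a log2 fold change of 2.79 (standard error 0.32, adjusted p = 0.0309, 0.0523 blocked). IL1RAP, a receptor chain for interleukin 1, measured 1.34, adjusted p = 0.0876, and SERPINB2, an inhibitor of plasminogen activators, 1.97, adjusted p = 0.0616. PDGFB, the growth factor chain of PDGF-BB, measured -1.19, adjusted p = 0.191, and the nuclear receptor PPARA 0.56, adjusted p = 0.754. Over networks 1 to 4 together 59 members rose, 11 with the block and, without control replicate 3, 1. The count was 3 without control replicate 2, 15 without control replicate 1, and 23 and 26 without wound replicates 1 and 2.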

Network 3 depicts several genes that are involved in cell cycle regulation (cyclines A, E), cell movement (CD44, caspase). 

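CD44, a receptor through which cells move on hyaluronan, was higher in the wound. Cyclins A and E drive DNA replication. Of 22 measured members of network 3, 14 rose and 0 fell at an adjusted p under 0.05. As with networks 1 and 2, the study chose the members on these samples. CD44 rose 5.62-fold, a log2 fold change of 2.49 (standard error 0.22, adjusted p = 0.0211). The cyclins did not pass the test: CCNA2 measured 0.51, adjusted p = 0.522, CCNE1 0.08, adjusted p = 0.713, CCNE2 0.17, adjusted p = 0.864 and CCNA1 -3.42e-04, near the lowest level on the array. Of 44 measured cell cycle genes, 0 rose, 0 fell and 44 did not pass the test (3 higher and 1 lower when adjusted over the list alone). Above 0 lay 36 members, with a median of 0.31, and camera's adjusted p was 0.0118 (adjusted p = 0.574 with an estimated correlation, 0.119 from fry, 0.0627 with dim probe sets left out and 0.0875 without wound replicate 2). The replication factor PCNA measured 0.60, adjusted p = 0.189, and CCNB1 0.56, adjusted p = 0.116.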

Network 4 involves regulations implicated in cellular development and cell-cell interactions (IL8, IL2R, IFN-γ etc). The represented networks are associated with the production and response of cytokine components. More specifically, network 1 and 2 show the importance of IL-1 in the response to wounding. Our results suggest that role for this cytokine in the development of tissue repair and possibly in the onset of angiogenesis. It is known that IL-1β interacts with endothelial cells and induces VEGF and iNOS expression [18]. IL-1β also signals through IRAKs in vascular endothelial cells and induces genes in the VEGF pathway [19,20]. Furthermore, IL-1β induces fibrosis after radiation in experimental models, which indicate a possible interaction of IL-1β with fibroblasts[21]. In addition, IL1β concentrations are elevated in chronic wounds in patients [22]. Thus, IL-1β may regulate fibroblast proliferation and migration during GT formation. Among the other central cytokines are IL-8 and interferon-γ (network 4 and 6, see also additional file 5). 

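IL8, annotated as IL8L2, a chemokine that attracts neutrophils, rose 3.70-fold, a log2 fold change of 1.89 (standard error 0.13, adjusted p = 0.0153, 0.0563 blocked). IFNG measured 2.70 ± 0.01 in controls and 2.70 ± 0.01 in wounds (SD, n = 3 each), a log2 fold change of 0.01 (standard error 0.01, adjusted p = 0.979), under the array's median control level of 3.05. Of 17 measured members of network 4, 13 rose and 0 fell at an adjusted p under 0.05, a network the study chose on these samples. Of 28 measured interferon response genes, 3 rose, 0 fell and 25 did not pass the test (5 higher and 0 lower when adjusted over the list alone, 1 and 0 blocked over all probe sets). Besides IFI30 they were SOCS1, which restrains cytokine signalling (1.16, adjusted p = 0.0332), and USP18, annotated as USP41 (1.50, adjusted p = 0.049998, 0.0873 blocked). The abundant members GBP and IFI6 measured -0.10, adjusted p = 0.998, and -0.68, adjusted p = 0.796. The list's median was 0.10 and camera's adjusted p was 0.181, 0.0322 after quantile normalization and 0.0299 without wound replicate 1.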

The interaction of these cytokines with the vasculature and the stroma is well established [23,24]. Furthermore, IL-8 expression is elevated in chronic wounds but not acute wounds, which supports a role of this cytokine in GT formation [22]. IL-8 is a powerful angiogenic chemokine implicated in vessel formation in cancer, tissue repair and inflammation. It stimulates VEGF expression and autocrine activation of VEGFR2 in vascular endothelial cells [25]. Interferon-γ may interact with stroma fibroblasts and paradoxically negatively impact on angiogenesis [26]. It has been described that the induction of the CXC chemokine interferon-γ-inducible protein-10 (IP10) regulates the reparative response following myocardial infarction [27]. Interferon-γ may, thus, modify the cellular composition of the healing tissue and promotes wound contraction, attenuating adverse remodelling.

**Figure 5:**
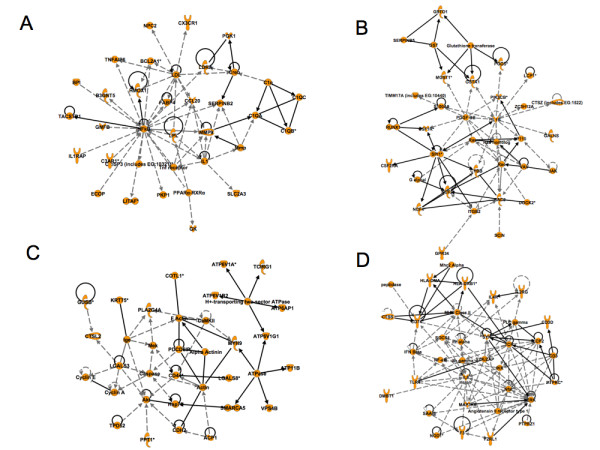
**A-D: Representation of 4 networks (Networks 1, 2, 3 and 4) derived from the Ingenuity Pathway Analysis (IPA)**. This figure displays an analysis, which depicts the central role of cytokines in granulation tissue and wound healing. The network categories are indicated in each figure. A, Network 1 (up-regulated genes) Cardiovascular Disease, Organismal Injury and Abnormalities, Tissue Morphology; B, Network 2 (up-regulated genes): Free Radical Scavenging, Cellular Movement, Hematological System Development and Function; C, Network 3 (up-regulated genes): Inflammatory Disease, Respiratory Disease, Carbohydrate Metabolism; D, Network 4 (up-regulated genes): Cellular Development, Hematological System Development and Function, Immune and Lymphatic System Development and Function.

### Expression analysis of some of the identified genes

The expression of 9 of the differentially regulated genes in the Affymetrix analysis was then investigated by quantitative real-time polymerase chain reaction (qRT-PCR) in wound tissue in comparison to its own control CAM (figure 6). We chose to analyze these genes because of their expression levels and because not much is known about their involvement in angiogenesis or tissue repair. 

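On the arrays, 8 of the 9 genes measured by qPCR passed the test. HOPX, a homeodomain protein, rose 8.84-fold, a log2 fold change of 3.14 (standard error 0.37, adjusted p = 0.0331), and mesothelin MSLN 6.45-fold, a log2 fold change of 2.69 (standard error 0.17, adjusted p = 0.0147, 0.0515 blocked). TCF21, a transcription factor of mesenchyme, fell to 0.349 of its control level, a log2 fold change of -1.52 (standard error 0.17, adjusted p = 0.0309, 0.0775 blocked). The log2 values per array ranged from 3.36 to 3.98 in controls and 8.34 to 9.01 in wounds for TTR, from 5.74 to 6.11 in controls and 9.08 to 9.43 in wounds for ah221, and from 3.84 to 4.32 in controls and 2.18 to 2.45 in wounds for SPOCK1. CCL20, the gene not past the test, ranged from 2.26 to 2.29 in controls and 2.90 to 3.64 in wounds. HNRNPH1, the reference gene of the qPCR, measured 0.47, adjusted p = 0.280 on the arrays. With the block 4 of the 9 passed, and after quantile normalization 5. Without control replicate 2 or 3 the number was 1 in each case, and without wound replicate 1 or 2 it was 3.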

Transcript levels, as determined by qPCR, were in accordance with the results obtained by the Affymetrix analysis. The respective expression levels were: FABP4 (100.5 fold), ah221 (35.4 fold), HOPX (3.3 fold), TTR (109 fold), CCL20 (37.5 fold), MSLN (5.5 fold), TCF21 (- 3 fold), ITH5 (-8.4 fold), and SPOCK1 (-4.5 fold). Control and wound samples from 9 eggs were analyzed.

**Figure 6:**
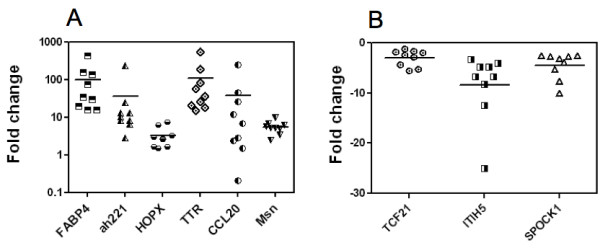
**Expression analyses of selected genes**. This figure shows the Quantitative Polymerase Chain Reaction (qPCR) of set of selected genes. FABP4, ah221, HOPX, TTR, CCL20, Msln, TCF21, ITIH5 and SPOCK1 gene expression was analyzed in 9 samples of wound and in the 9 corresponding controls. For each CAM the fold change in the wound was calculated from the ΔΔCt and plotted. We normalized these genes with the house keeping gene gHNRPH1 (Heterogeneous nuclear ribonucleoprotein H1) in all the tissues. A, upregulated genes; B, down-regulated genes.

We then analyzed expression of the different genes using GenePaint http://www.genepaint.org, ProteinAtlas http://www.proteinatlas.org and Geisha http://www.geisha.arizona.edu. In GenePaint, FABP4 was expressed in the vasculature in the stage 14.5 mouse embryo. Significant staining was seen in blood vessels (figure 7A to 7C), especially in the kidney (figure 7C). For comparison, the pattern of staining as seen in the kidney is identical to that of VE-Cadherin (CDH5), which is a specific marker of blood vessels (figure 7D). Furthermore, in the ProteinAtlas, staining of FABP4 was also seen in the vasculature of several organs such as the urinary bladder (figure 7E) but it is of note that not all blood vessels are stained for FABP4. There is currently only one publication describing the expression of FABP4 in the vasculature [28]. Our results are in agreement with these findings and indicate a strong expression of FABP4 after wounding. Chemokine ah221 is also significantly expressed after wounding. The human ortholog of ah221 is not yet identified but a similarity of 43% to human CCL3 is observed. CCL3 has leukocyte chemotactic activity and is involved in the recruitment of leucocytes and fibroblasts into neoangiogenic sites such as tumors [29]. CCL3 has also been shown to be produced by endothelial cells and to have an autocrine function [30]. It is likely that ah221 or its human ortholog has similar functions and plays a significant role in wound repair. HOPX is up-regulated 8.41 fold in our transcriptomic analysis. This gene is expressed during cardiac development, in various tumors, such as choriocarcinoma, and it is likely it may have a function in tissue repair as well [31,32].

**Figure 7:**
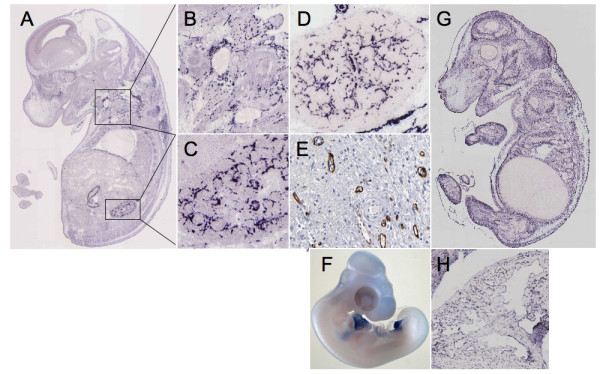
**Analysis of selected genes by in situ hybridization**. The expression patterns of FABP4, as analyzed by *in situ* hybridization of mouse E14.5 embryo, are displayed in panels A, B and C and the same for EMP-1 in panels F and G. Panels C and D, for direct comparison, show the expression patterns of FABP4 and CDH5 respectively in kidney. Panel E shows the expression profile of FABP4 in vessels of the urinary bladder as analyzed by immunohistochemistry. Panel G portrays the expression of EMP-1 in the endocard of an E14.5 embryo (*in situ* hybridization). Panel H depicts the expression of TCF21 in the E23 chick embryo (*in situ* hybridization).

Transthyretin (TTR) has been found highly up-regulated in our analysis. Transthyretin (TTR) is a plasma protein mostly known for being the transporter of thyroxine and retinol [33,34]. When mutated, TTR is also well-described as the cause of familial amyloid polyneuropathy, a neurodegenerative lethal disorder characterized by systemic deposition of TTR amyloid fibrils[34]. A potential role in tissue repair has not yet been described for this gene but it may have an indirect effect on tissue morphogenesis through retinol. This is supported by our IPA (Additional file 5, Network 6) where 15 genes up-regulated in the wound are known to be directly induced by retinoic acid.

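CTSC, a protease of the lysosome, and HOPX, a homeodomain protein, are members of network 6 that were higher in the wound. Of 24 measured members of network 6, 12 rose and 0 fell at an adjusted p under 0.05. Of these members 14 are in the paper's tables, chosen on these samples. CTSC, which activates granule enzymes, had a log2 fold change of 2.52 (standard error 0.20, adjusted p = 0.0172, 0.0674 blocked). The most abundant probe set of HOPX measured 3.05, adjusted p = 0.0487, 0.0631 blocked. RARRES1, named for its response to retinoic acid, measured -1.24, adjusted p = 0.124.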

CCL20 (MIP-3 α) is a CC chemokine family member that is highly expressed in our wound transcriptomic analysis. CCL20 activates CCR6 and leads to calcium mobilization and elevated active RhoA, phosphorylated myosin light chain, and F-actin accumulation and stimulation of epithelial cell migration [35]. Furthermore, in rat models of oral wound healing, CCL20 is up-regulated during the peak phase of wound healing [36]. These findings, together with ours, support an important role of this chemokine in wound healing.

Mesothelin (MSLN) is also significantly up-regulated after wounding. This is surprising since MSLN up-regulation is mainly found in mesothelioma, pancreatic, breast and ovarian carcinoma, and tumors of the GI tract http://www.proteinatlas.org. In normal tissue, significant expression is only observed in the fallopian tube http://www.proteinatlas.org. It has been shown that MSLN can interfere with cell cycle regulators by activating ERK kinase and decreasing BIM [37]. Furthermore, an increase in Stat3 activation and cyclin E in MSLN transfected pancreatic tumor cells is observed [38]. As in tumors, MSLN may promote GT formation by promoting proliferation of stromal fibroblasts and vascular cells.

TCF21, which is decreased by 3 fold in our qPCR analysis, has been implicated in kidney and lung organogenesis [39]. TCF21 -/- die in the early perinatal period because of multiple renal defects. TCF21 has also been described as a tumor suppressor gene that undergoes epigenetic modifications [40]. TCF21 has been implicated in myofibroblast differentiation and control of proliferation in mesenchymal progenitor cells [41]. During development, TCF21 is expressed at various sites in the chick embryo such as the pericardium or the allantois (figure 7H). During wound healing, TCF21 may be implicated in the regulation of fibroblast proliferation and differentiation in the GT. Inter-α globulin inhibitor 5 (ITIH5) decreased by 8.4 fold in our qPCR analysis, encodes one of the heavy chains of ITI, It is a protease inhibitor associated with the extracellular matrix and contributes to matrix stability by covalent linkage to hyaluronan. Loss of expression has been observed in various human solid tumors [42]. Furthermore, its loss by promoter hyper-methylation is associated with poor prognosis in mammary carcinoma [43]. During wound healing, this molecule is possibly involved in matrix remodeling. SPOCK1/SPARC/Osteonectin/testican-1 is decreased by 4.5 fold in our qPCR analysis. This molecule is a proteoglycan able to inhibit proteases such as MMP2 or Catepsin L [44]. SPOCK1 is also expressed in cancer associated fibroblasts where it reflects EMT [45]. However, SPOCK1 by itself inhibits angiogenesis, enhances tumor stroma formation and prevents fibroblast activation [46]. This may further explain its anti-tumor effect. Down-regulation of SPOCK1, as observed in our study, may contribute to an increase in vessel ingrowth and fibroblast activation during GT formation.

### In silico-endothelial data filtering

Herbert and coll. have developed a method to assign endothelial cell signatures to genes identified after gene profiling studies [47]. Endothelial cell data filtering evidenced several genes with significant endothelial cell signature (Table 4). For FABP4, despite the fact that endothelial transcript counts were not high, differences were significant because no counts were observed in the non-endothelial cell pool. As indicated previously, vascular endothelial cell expression of this molecule is very pronounced. For example, FABP4 is found in the vasculature at E14.5 (figure 7B).

**Table 4:** Endothelial cell data filtering

Gene	qvalue	Endo Count	Non-Endo	Endo factor	Up/Down	Angioscore	Fold change
EMP1	0.00	136	30	19.90593	Up	1	3.33
CD74	0.00	6	819	0.032169	down	10	6.28
MYCT1	0.00	16	0	∞	Up	0	0.4
CCL20	0.00	8	0	∞	Up	35	2.13
LCP1	0.00	1	60	0.073184	down	1	4.37
HLA-DPB1	0.00	0	42	0	down	2	4.56
PGD	0.00	13	10	5.708318	Up	10	2.52
GSTO1	0.00	14	13	4.728784	Up	2	4.3
LTA4H	0.00	9	5	7.903825	Up	0	2.55
FABP4	0.01	4	0	∞	Up	6	79.23
RGS1	0.01	4	0	∞	Up	6	9.28
CAP1	0.01	34	68	2.195507	Up	0	
MGST1	0.01	0	28	0	down	4	2.56
CD44	0.01	22	37	2.610873	Up	60	5.62

The table depicts a list of genes with positive Endo factor. Genes are listed according to q-values. 

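Of the genes in Table 4, CD74, the MHC class II invariant chain, rose 6.36-fold by its tabulated probe set, a log2 fold change of 2.67 (standard error 0.19, adjusted p = 0.0153, 0.0653 blocked). HLA-DPB1, annotated as BLB1, rose 4.50-fold, a log2 fold change of 2.17 (standard error 0.21, adjusted p = 0.0229, 0.0693 blocked), and LCP1, an actin-bundling protein of leukocytes, 4.38-fold, a log2 fold change of 2.13 (standard error 0.20, adjusted p = 0.0221, 0.0774 blocked). The transferases GSTO1, annotated as GSTO2, and MGST1 had log2 fold changes of 2.06, adjusted p = 0.0455, 0.125 blocked, and 1.34, adjusted p = 0.0350, 0.0965 blocked. LTA4H, which makes a leukotriene, and PGD, an enzyme of the pentose phosphate pathway, had 1.37, adjusted p = 0.0342, 0.0595 blocked, and 1.33, adjusted p = 0.0348, 0.0688 blocked. RGS1, a regulator of G-protein signalling, measured 3.01, adjusted p = 0.0777, and CAP1 0.46, adjusted p = 0.0670. Neither of these last genes passed the test, though all their wounds lay above all their controls. The fold of RGS1 was 8.04, and 12.1 without wound replicate 3.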

Fold changes derived from the transcriptomic analysis and the Angioscore are also indicated.

The molecule with the highest endothelial transcript counts was epithelial membrane protein-1 (EMP1). EMP1 was induced in our transcriptomic analysis by about 3.3 fold in the GT after wounding. 

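EMP1, a membrane protein of the tetraspan type, measured 10.00 ± 0.32 in controls and 11.73 ± 0.27 in wounds (SD, n = 3 arrays each). It rose 3.34-fold, a log2 fold change of 1.74 (standard error 0.22, adjusted p = 0.0375, 0.0601 blocked) from limma. Its other probe set, under the array's median level in controls, was not called.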

In GenePaint, expression of EMP1 was seen in vascular cells and possibly in the mesenchyme (figures 7F and 7G). Expression is much more diffuse than that of FABP4. EMP-1 is however, highly expressed in the endothelial cell lining of the endocard (figure 7G). There is only one single publication that reports EMP1 to be present at tight junctions in vascular endothelial cells [48]. This observation fits well with a role of EMP1 in tissue repair, since endothelial cell junctions are remodeled during endothelial cell migration in the GT.

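MYCT1 fell to 0.400 of its control level in the wound, a log2 fold change of -1.32 (standard error 0.17, adjusted p = 0.0371, 0.102 blocked). The endothelial genes past the test were RAMP2, a receptor activity-modifying protein (-1.18, adjusted p = 0.0153, 0.0502 blocked), EGFL7 (-1.18, adjusted p = 0.0384, 0.121 blocked) and GPR116 (-1.24, adjusted p = 0.0451, 0.0568 blocked), all lower in the wound. CDH5, the cadherin of endothelial junctions, measured -0.96, adjusted p = 0.305, and PECAM1 -0.49, adjusted p = 0.170, both with the 3 wounds below the 3 controls.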

Another gene highly expressed in endothelial cells was MYCT1. MYCT1 is a direct target of c-myc and phenocopies many of the effects of c-myc [49,50]. It has been described to be over-expressed in gastric carcinoma [51]. No publications with regard to endothelial cell expression of this gene have been reported, which is reflected by a surprisingly low Angioscore.

CCL20 exhibited a significant Endofactor and a high Angioscore. It has been reported that endothelial cells in culture express CCL20 upon thrombin stimulation [52]. CCL20 seems to be implicated in endothelial cell-lymphocyte interaction through CCR6 [53]. Lymphatic endothelial cells have been reported to express CCL20 upon induction by lipoteichoic acid (LTA) [54]. However, there have been reports where expression of CCL20 is outside the vasculature, such as in tumor cells [55]. The reason for these differences is not known but genome instability of tumor cells, leading to aberrant CCL20 expression, could be the reason.

### Integration into a general mechanism of wound repair and granulation tissue formation

From our results, some hypothesis can be formulated of how identified genes may fit into a general scheme of wound repair and GT formation. Tissue repair- is driven by positively and negatively acting factors. 

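Growth factors and receptors that form vessels lay mostly below their control levels in the wound. PDGFRB, the PDGF receptor of pericytes and fibroblasts, measured 7.01 ± 0.63 in controls and 5.55 ± 1.23 in wounds (SD, n = 3 each), a log2 fold change of -1.46 (standard error 0.72, adjusted p = 0.502). The groups overlap, though in each pair of equal replicate number the wound lay below the control. Of 38 measured angiogenic growth factors and receptors, 0 rose, 1 fell and 37 did not pass the test (1 higher and 5 lower when adjusted over the list alone, 0 and 0 blocked over all probe sets). CXCL12, which draws CXCR4-bearing cells, was the 1 past the test. The abundant members EPAS1 and NRP1 measured 0.40, adjusted p = 0.521, and -0.25, adjusted p = 0.907. The list's median was -0.23 and camera's adjusted p was 3.54e-04 (adjusted p = 0.259 with an estimated correlation, 0.0894 from fry). Endothelial and smooth muscle genes lay mostly below theirs in the same wounds. KDR, FLT1 and TEK are also on the endothelial list, and PDGFRB is on the smooth muscle list.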

Early ingrowth of vessels and fibroblasts are driven through growth factors and cytokines such as IL8, IL1 and PDGFRB. Some additional chemokines including CCL20 or ah221 may also contribute to endothelial cell activation, vessel remodeling during wound healing and fibroblast recruitment. FABP4 may participate in wound repair by promoting endothelial cell proliferation. EMP1 may be involved in the modulation of intercellular adhesion in vessels after endothelial cell activation and participate in the mobility and sprouting of vessels in the GT.

The expression of several matrix or matrix-associated proteins (CL8A1, FBN1, Laminin-α1, FRAS-1, ITIH5 etc.) is likely to be modulated during wound repair and is decreased when significant GT formation had occurred. Down-regulation of SPOCK1, as observed in our study, may contribute to an increase in vessel in growth and fibroblast activation during GT formation. During wound healing, TCF21 may be implicated in the regulation of fibroblast proliferation and differentiation in the GT, and ITIH5 is possibly involved in matrix remodeling. Interferon-γ may interact with stroma fibroblasts and modify the cellular composition of the healing tissue, thus, promoting wound contraction, attenuating adverse effects on remodeling.

It is possible that vitamin A has a role in wound healing [56] as it is interesting that three genes out of the top four up-regulated in the wounded CAM (from 36 fold to 79 fold up-regulation) from this study are potentially retinol related (FABP4, RBP7 and TTR). It has been shown that TTR (Transthyretin) forms a complex with Retinol Binding Protein (potentially RBP7 here) for transport of retinol around the circulation [57]. In addition, retinol binding proteins have already been shown to be differentially expressed in GT[58]. 

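Retinoids are the active forms of vitamin A. In a list of genes that carry them or respond to them, 2 carriers passed the test. Of 30 measured retinoid handling and response genes, 2 rose, 0 fell and 28 did not pass the test (2 higher and 0 lower when adjusted over the list alone). The 2 were RBP7 and TTR. RBP5, an abundant binding protein for retinol, measured 0.04, adjusted p = 0.991. The list had a mean of 0.31, a median of 0.00279 and a camera direction of down at an adjusted p of 0.243, so its test differs in sign from its mean and median, and fry's direction was up (0.208).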

Retinol is a precursor to retinoic acid, which acts as a steroid hormone, targeting nuclear receptors of genes involved in tissue morphogenesis [59]. It is possible this steroid hormone could be delivered to cells bound to a RBP7-TTR complex and be transported through the cell membrane by FABP4. FABP4 could also deliver retinoic acid to signalling molecules such as Retinoic acid receptors (RARs), Peroxisome Proliferator-Activated Receptors (PPARs) and nuclear response elements. Fatty acid binding proteins have been previously shown to do this [60]. This hypothesis is supported by previous work that found the topical addition of retinoic acid, derived from retinol, to genetically diabetic mice improves wound healing [61] and that corneal endothelial healing rates increase in the presence of retinoic acid[62]. The participation of other molecules such as Mesothelin is more difficult to envision because of lack of sufficient functional data.

There have been several studies that report transcriptomic profiling in wound tissue in different experimental settings. These include, for example, the transcriptome-wide analysis in excisional murine cutaneous wound inflammation [63]or in chronic ischemic wounds in the pig model [64]. These studies are different to ours because they are performed in an immunocompetent setting and, thus, do not address exclusively the role of the stromal fibroblasts and blood vessels. There has been one study that performed a transcriptome-wide analysis of blood vessels laser captured from human skin and chronic wound-edge tissue [65]. However, in this case contamination by circulating mononuclear cells can also not not be excluded. There have also been transcriptomic profiling studies using models of tissue regeneration such as regeneration of *Xenopus laevis *hindlimbs[66]or fin regeneration in the medaka fish [67]. These studies are different from ours because myofibroblast invasion does not occur in these models. Our study is complementary to these existing transcriptome profling studies and provides additional informations on the gene networks implicated in wound repair and GT formation.

## Conclusion

The CAM wound model has been established to analyze GT formation and the role of invading fibroblasts and blood vessels in this process [10]. It has been found that tissue tension generated by activated fibroblasts or myofibroblasts during wound contraction, mediated and directed translocation of the vasculature. This vasculature can be expanded, secondarily by elongation and vessel enlargement, and finally through splitting and sprouting. We report herein a complete transcriptome analysis of the "wound model" in the chicken CAM, which allowed the identification of gene signatures involved in GT formation and neoangiogenesis. Cytokines and chemokines clearly play a central role as evidenced in our analysis. The limitation of our work is that, contrary to the adult organism, our model is devoid of immunocompetent cells[68]. However, it has been described that MMP-9 positive neutrophile-like inflammatory cells and MMP-13 positive monocyte-like cells are accumulated in growth factor-stimulated CAM[9]. Thus, these cells may also participate, besides blood vessels and stromal fibroblasts, in GT formation after wounding in the CAM.

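MMP9, a gelatinase of heterophils, the neutrophil-like cells of birds, measured 2.79-fold, a log2 fold change of 1.48 (standard error 0.29, adjusted p = 0.0896), and the collagenase MMP13 1.41-fold, a log2 fold change of 0.49 (standard error 0.53, adjusted p = 0.853). Of 14 measured heterophil and granule genes, 3 rose, 0 fell and 11 did not pass the test (6 higher and 0 lower when adjusted over the list alone, 1 and 0 blocked over all probe sets). The 3 were RSFR, a ribonuclease (2.71, adjusted p = 0.0221), BPI, annotated as LBP (1.64, adjusted p = 0.0153, 0.0622 blocked), and S100A9, annotated as S100A12 (1.22, adjusted p = 0.0294, 0.0772 blocked). The granule genes LECT2 and CATHL1, among the most abundant on the arrays, measured -0.18, adjusted p = 0.959, and -0.19, adjusted p = 0.921. The median was 0.23 and camera's adjusted p was 0.0416 (adjusted p = 0.539 with an estimated correlation, 0.0894 from fry, 0.141 blocked, 0.709 and down over members outside the paper's tables, 0.0627 with dim probe sets left out). This value is borderline: it was 0.200, 0.168 and 0.195 without control replicate 2, wound replicate 1 and wound replicate 3, and 0.0710 with members also matched through gene synonyms, a matching that was dropped after its results were seen.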

Another possible limitation is the relevance of our findings for the mammalian setting. Indeed, it is known that some of the regulators identified in the mammalian system that are involved in vascular development are not present in the chick such as the VE-statins [69]. However, this is a general problem for every model organism including murin models. As an example, CXCL4L1 is only expressed in man, mouse and chimpanzee. CXCL4L1 is a potent angio-inhibitory chemokine that has potent inhibitory activity across species. Furthermore, our laboratory has performed molecular profiling studies using human xenograft tissue in the chick CAM and identified gene regulatory mechanisms relevant for the mammalian setting [12,70]. Thus, we believe, that our results are of importance to the general understanding of GT formation and tissue repair.

## Methods

### Tissue wounding

Brown Leghorn eggs were cultured at 38°C for 3 days. The shells were then cracked and the contents transferred to 10 cm cell-culture Petri dishes. Embryo culture was continued for a another 7 days, when two injuries to the CAM were inflicted by parallel scalpel superficial cuts of 1 cm area, with a subsequent scarping off the epithelium of the injured chorioallantoic membrane. The wound area was then covered with 1.5 cm square nylon grid and after 6 days, the CAM tissue (control and wound) were excised and processed for subsequent analysis.

### RNA isolation

Total RNA from cells or snap-frozen tissues were extracted by using RNeasy mini kit (Qiagen, Courtaboeuf, France). RNA quality and quantity were assessed by agarose gel electrophoresis and optical density measurement. First strand cDNA was prepared from 1 μg of total RNA with Quantitect Reverse Transcription kit (Qiagen). For all samples, a negative control was realized with mRNA without reverse transcriptase in the reaction mixture.

RNA was isolated from control and "wound" CAM 6 days after injury. Three eggs were used for independent transcriptomic profiling. It is important to note that from each egg, unwounded control CAM and wound were analyzed. RNA was isolated according to standard procedures and hybridized to Affymetrix chicken GeneChips using the Affymetrix standard protocol (Affymetrix UK Ltd, High Wycombe, UK).

### Transcriptome analysis

RNAs hybridized to Affymetrix chicken GeneChips using the Affymetrix standard protocol (Affymetrix UK Ltd, High Wycombe, UK). The chicken GeneChip covers 32773 transcripts, corresponding to > 28000 chicken genes, and has a probe set oligonucleotide length of 25 and a detection sensitivity of 1:100000 http://www.affymetrix.com. Data were analyzed with the GCOS 1.2 software (Affymetrix), using the default analysis settings; global scaling as first normalization method, with a trimmed mean target intensity value (TGT) of each array arbitrarily set to 100.

Gene expression profiles were identified using two-class Significance Analysis of Microarrays (SAM) method [71] (http://www-stat.stanford.edu/~tibs/SAM/, which utilizes a Wilcoxon-test statistic and sample-label permutation to evaluate statistical significance between sample groups. SAM provides mean fold change values (FC) (mean fold-change > 2) and a false discovery rate (FDR) confidence percentage based on data permutation (n = 200). The False Discovery Rate (FDR), an estimate of the fraction of selective genes, was kept below 5% in all statistical analyses.

Data analysis was done using the Gene ontology database included in the statistical environment R library GOstat http://www.geneontology.org and Ingenuity Pathway Analysis (IPA) (Ingenuity Systems, Redwood City, CA 94063) software. The functional clustering was performed using the method implemented on the DAVID website http://david.abcc.ncifcrf.gov/.

Annotation of genes was performed using NetAffx http://www.affymetrix.com. The microarray data files have be submitted to the US National Center for Biotechnology Information, Gene Expression Omnibus (GEO), and released in May 6^th^, 2010 (GEO accession number: GSE21679).

### qPCR analysis

Real-time PCR was carried out in an Mx3000P thermocycler (Stratagene, La Jolla, CA) by using SYBR Green dye (ABgene, Courtaboeuf, France). Chicken-specific primers were designed and respectively evaluated for amplification efficiency using total RNA isolated from a total chicken embryo on embryonic day 5. Only primers pairs with amplification efficacy between 90 and 100% were used. The PCR specificity was verified by dissociation curve analysis and agarose gel electrophoresis of the amplification product.

The primer sequences are: gah221 forward CTGGCCCTCTGCTCCTCA and reverse GGACGGGACGTTGAACATAG, gCCL20 forward CGGAAGGTCATTAAGGGC and reverse AAACCATATCACATTGACATCCTC, gFABP4 forward AGACTGCTACCTGGCCTGAC and reverse GCCATCTTCCTGGTAGCAAA, gHOPX forward GCAGTCACGCTGGCTATAAA and reverse CCATTTCTCCTGGATGGTG, gITIH5 forward TCTTGTTGCCCTTGGAAATC and reverse TTCTTTCCTCCCACCTCCTT, gMsln forward AAAATGAACAGGCTGCTGCT and reverse TCAGGCTGTTGGGGTCTATC, gSPOCK1 forward AAAGCAGGGGACCGTTAGTT and reverse TTCCAAATCATCCAGCAACA, gTCF21 forward CCATCCAGTCAACCTGACCT and reverse AGCGGTTTGTGTTCACCACT, gTTR forward TTGATTCCAAATGCCCTCTC and reverse TAGCAAAGTCCTGCCAGGTT and the house keeping gene gHNRPH1 forward GCTGTGTCTGCCACGAGTTA and reverse GCTTTCGGCTGAGAGACAAT.

### Predicting human ortholog of chicken genes

To concentrate on genes of importance to human pathology and physiology, human orthologs of the chicken genes present on the Affymetrix chicken GeneChips were predicted using a Reciprocal Best Hit (RBH) approach[72]. In this work, both human and chicken Refseq nucleotide and protein sequences were downloaded from the NCBI on 30^th^ January 2008 ftp://ftp.ncbi.nih.gov/refseq. Likewise, cDNA accession numbers of sequences used to design the microarray probes were extracted from Affymetrix chicken chip file "Chicken.na22.annot.csv" http://www.affymetrix.com. Each cDNA sequence, depending on the source of the probe design, was downloaded from ENSEMBL or the NCBI, and, as most of the cDNA sources were Expressed Sequence Tags, full length chicken mRNAs were sought by BLAST searching each of them against the Refseq chicken nucleotide database. The resulting matches were ranked as good, reasonable or bad, depending on the alignment quality (Good: sequence alignment > 100 base pairs with a percent identity > = 96%. Reasonable: a sequence alignment > 100 bases and a percent identity > 90% and < = 95%. Bad: all other hits). The full length chicken mRNA sequences ranked good and reasonable were then used in a RBH analysis.

### Defining chicken endothelial cell genes using human orthologs and human cDNA library analyses

To identify which chicken genes could have an endothelial cell expression signature, the human orthologs were compared with the results from a novel *in-silico* bioinformatics screen, where an accurate EST-to-gene assignment and a new likelihood ratio statistic were used to find genes preferentially expressed in endothelial cells using cDNA library analyses (see Herbert et al. 2008 for a full description). The intersection of the comparison were endothelial genes and only those genes [47] with a q-value < = 0.01 were considered. An "Endofactor" describes how significant a gene was endothelial as found with the q-value.

### Literature scanning of human-chick orthologs: "Angioscore"

For all the genes found differentially expressed on the chicken chip, a literature search of the human orthologs of chicken genes were carried out to find those having literature relating to relevant pathologies and physiologies. To accomplish this, Perl scripts were written that searched article abstracts for the following keywords typical of angiogenic research. They were "angiogenic", "angiogenesis", "neovascularis(z)ation", "vasculogenesis", "vascular", "VEGF", "hypoxia" and "endoth" (for endothelial or endothelium).

### Expression analysis

In situ hybridization and immunostaining data were retrieved from the Genepaint data base (Max-Planck-Institute of Biophysical Chemistry, Dept. Genes and Behavior, 37077 Goettingen

Germany; http://www.genepaint.org; figure 7A to 7D, F and 7G), Proteinatlas (AlbaNova University Center at the Royal Institute of Technology, Stockholm, Sweden, the Rudbeck Laboratory, Uppsala University, Uppsala, Sweden and Lab Surgpath, Mumbai, India; http://www.proteinatlas.org; figure 7E) and the GEISHA database (University of Arizona, Tucson, AZ 8572; http://geisha.arizona.edu[73]; figure 7F).

### Histology and Immunohistology

Wound areas were fixed for at least 24 hours in a Zn-fixative [74]. Tissues were embedded in paraplast, and section of 10 μm with a MICROM HM325 were performed and placed onto Super Frost slides. Dewaxed slides were either stained with Weigert's hematoxylin and eosin or incubated 40 min at 95°C in a citrate buffer for the antigen recovery before immunohistochemistry. These slides were then fixed with 4% paraformaldehyde, permeabilized with Triton-X100 (0.1%), saturated with 5% BSA in PBS (pH 7.4) and incubated with the primary antibody over-night at 4°C (anti-human Smooth Muscle actin, DAKO, IR611) This antibody also recognizes very well the chicken protein. Secondary fluorescent anti-mouse antibody was from Molecular Probes (used at1:1,000, Invitrogen). Chick blood vessels were visualized by using fluorescein-coupled *Sambucus nigra* lectin (SNA-1 lectin, 1:100, Vector Laboratories). Cell nuclei were visualized by DAPI (Invitrogen). Microphotographs were taken with a Nikon eclipse E600 microscope equipped with a digital camera Nikon DS-Ri1.

## List of abbreviations

ATOH8: Atonal hololog 8; CCL: chemokine (CC motif) ligand; CXCL: chemokine (C-X-C motif) ligand; CAM: chorioallantoic membrane; C1q: Complement factor 1q; CRISP3: cysteine-riche secretory protein; EMP1: epithelial membrane protein-1; FABP4: fatty acid binding protein-4; GT: granulation tissue; HOPX: Homeobox PX; ITIH5: inter-a (globulin) inhibitor H5; LAMA1: laminin a1; LTA: lymphotoxin alpha; MSLN: mesothelin; MYCT1: myc target-1; NCF2: neutrophile cytosolic factor; PLXNA2: plexin A2; RBH: reciprocal Best Hit; RTBP7: retinol binding protein 7; SPP1: osteopontin; SPOCK1: sparc/osteonectin, cwcv and kazal-like domains proteoglycan (testican); C1QTNF1: TNF related factor-1; TCF21: transcription factor 21; TTR: transthyretin; TGT: trimmed mean target intensity value.

## Authors' contributions

WK did CAM experiments, FS did expression analysis, PA and FF did bioinformatics analysis, JH and RB did the endothelial and Angioscore screens, AB supervised the work and wrote the manuscript. All authors read and approved the final manuscript.

## Authors' information

WK and FS have been post-doctoral fellows in the AB laboratory, PA is PhD student in the FF laboratory, JH is bioinformatics officer in the RB laboratory, RB is Professor in the division of Immunity and Infection at the Institute for Biomedical Research at the University of Birmingham Medical School (UK), FF is senior lecturer at the School of Biosciences at the University of Birmingham (UK), AB is Professor in cell and molecular biology at the university Bordeaux and director of the molecular angiogenesis laboratory of the National Institute for Health and Medical Research (INSERM, France).

## Supplementary Material

Additional file 1 **(additional Table S1): Clustering of genes with similar function according to Gene Ontology terms**. Click here for file

Additional file 2 **(additional Table S2): List of all up-regulated genes (cut off > 2)**. 

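Of 283 probe sets read from Table S2, 167 rose in limma's test, and 41 probe sets that rose are not in the table. In all 283 the 3 wounds lay above the 3 controls, by more than 2-fold in the ratio of unlogged means. By the d-statistic of Significance Analysis of Microarrays (SAM), over 20 relabellings of the arrays, 283 of them were higher, and 280 were with limma after leaving out the dimmer part of the array. By SAM's rank sum, which with 3 arrays a group can hardly call any probe set, 0 were higher. The genes of Table S2 that did not pass limma's test here include SPP1, CCL20, MMP9 and RGS1.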

Click here for file

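All 44 probe sets read from Table S3 fell in limma's test, among them ITIH5, COL8A1, SPOCK1 and TCF21, and 6 others fell that the table does not hold. By SAM's d-statistic 24 of the 44 were lower.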

Additional file 3 **(additional Table S3): List of all down-regulated genes (cut off > 0.1)**. Click here for file

Additional file 4 **(additional Table S4): Ingenuity pathway analysis**. Regulated genes were analyzed by Ingenuity pathway analysis (IPA) in order to determine functional categories. Functional categories are listed in the tables that depict categories for up-regulated (A) or down-regulated genes (B). As it can been seen in the tables, categories related to tissue morphological processes have the highest Ingenuity scores. Click here for file

Additional file 5 **(additional Figure S1A-J): Representation of networks from the IPA for up-(A-H) or down-regulated genes (I-J)**. Click here for file

# Supplementary material for: Gene signatures in wound tissue as evidenced by molecular profiling in the chick embryo model
**Source:** BMC Genomics. 2010 Sep 14;11:495. doi: 10.1186/1471-2164-11-495
**Supplement:** Additional file 2 — (additional Table S2): List of all up-regulated genes (cut off > 2).

Affymetrix ID	UniGene ID	Gene Name	Gene Symbol	Fold Change
Gga.4939.1.S1_s_at	Gga.4939	fatty acid binding protein 4, adipocyte	FABP4	79.23
Gga.9386.1.S1_at	Gga.9386	retinol binding protein 7, cellular	RBP7	73.82
Gga.17686.1.S1_at	Gga.41504	keratin 75	KRT75	59.38
Gga.2620.1.S1_at	Gga.2620	transthyretin	TTR	36.7
Gga.3551.1.S1_at	Gga.3551	secreted phosphoprotein 1 (osteopontin, bone sialoprotein I, early T-lymphocyte activation 1)	SPP1	30.01
Gga.17647.1.S1_at	Gga.34552	neutrophil cytosolic factor 2 (65kDa, chronic granulomatous disease, autosomal 2)	NCF2	25.09
Gga.7228.1.S1_at	Gga.7228	carboxymethylenebutenolidase homolog (Pseudomonas)	CMBL	14.33
Gga.11640.1.S1_at	Gga.11640	succinate receptor 1	SUCNR1	11.04
GgaAffx.10393.1.S1_at	Gga.46851	cytochrome b-245, beta polypeptide (chronic granulomatous disease)	CYBB	10.25
Gga.9133.1.S1_at	Gga.9133	Chemokine ah221	LOC417536	9.95
Gga.6239.1.S1_at	Gga.6239	regulator of G-protein signalling 1	RGS1	9.28
Gga.11456.1.S1_at	Gga.11456	cystatin A (stefin A)	CSTA	9.25
Gga.3383.1.S1_at	Gga.3383	lipopolysaccharide-induced TNF factor	LITAF	9.16
Gga.729.1.S1_at	Gga.729	mature avidin	LOC396260	8.41
Gga.1158.3.S1_a_at	Gga.1158	HOP homeobox	HOPX	8.41
GgaAffx.6592.1.S1_at	---	---	---	8.36
GgaAffx.25031.1.S1_at	Gga.19498	cysteine-rich secretory protein 3	CRISP3	8.29
Gga.17679.1.S1_s_at	Gga.39008	similar to immunoglobulin-like receptor CHIR-AB3 -B4 -B5 -B	LOC425449	8.2
GgaAffx.11785.1.S1_s_at	Gga.9879	lipase A, lysosomal acid, cholesterol esterase (Wolman disease)	LIPA	8.17
Gga.5743.1.S1_at	Gga.5743	lymphocyte antigen 96	LY96	8.09
GgaAffx.8148.1.S1_at	Gga.41242	serpin peptidase inhibitor, clade B (ovalbumin), member 5	SERPINB5	7.19
GgaAffx.20689.1.S1_at	Gga.1313	spleen focus forming virus (SFFV) proviral integration oncogene spi1	SPI1	7.11
Gga.11539.1.S1_at	Gga.46810	Similar to interferon, gamma-inducible protein 30	LOC420129	6.86
Gga.6991.2.S1_a_at	Gga.6991	Transcribed locus	---	6.8
GgaAffx.22156.1.S1_at	---	---	---	6.61
Gga.5396.1.S1_at	Gga.5396	complement component 1, q subcomponent, B chain	C1QB	6.61
Gga.703.1.S1_at	Gga.703	leukocyte ribonuclease A-1	LOC396194	6.57

GgaAffx.3346.1.S1_at	Gga.33177	mesothelin	MSLN	6.49
Gga.6332.1.S1_at	Gga.6332	similar to complement regulatory soluble protein	LOC771877	6.34
Gga.4414.1.S1_s_at	Gga.4414	CD74 molecule, major histocompatibility complex, class II invariant chain	CD74	6.28
Gga.7159.1.S1_at	Gga.7159	lysosomal associated multispinning membrane protein 5	LAPTM5	6.16
Gga.7838.1.S1_at	Gga.30124	colony stimulating factor 2 receptor, alpha, low-affinity (granulocyte-macrophage)	CSF2RA	6.06
Gga.6390.3.S1_a_at	Gga.6390	cathepsin C	CTSC	5.65
Gga.3572.1.S1_at	Gga.3572	CD44 molecule (Indian blood group)	CD44	5.62
GgaAffx.8414.2.S1_s_at	Gga.22164	complement component 3a receptor 1	C3AR1	5.6
Gga.12420.1.S1_at	---	---	---	5.56
GgaAffx.3506.1.S1_at	Gga.28353	ecotropic viral integration site 2B	EVI2B	5.39
Gga.8164.1.S1_a_at	Gga.8164	similar to Ras-related protein Rab-10	LOC421099	5.32
Gga.9880.1.S1_at	Gga.37358	Purinergic receptor P2Y, G-protein coupled, 13	P2RY13	5.32
Gga.10971.1.A1_at	---	Xg blood group	XG	5.28
Gga.1951.1.S1_at	Gga.1951	gap junction protein, beta 6, 30kDa	GJB6	5.25
Gga.4507.1.S1_at	Gga.4507	integrin, beta 2 (complement component 3 receptor 3 and 4 subunit)	ITGB2	5.24
Gga.5164.1.S2_at	Gga.5164	BCL2-related protein A1	BCL2A1	5.15
Gga.14969.1.S1_at	Gga.14969	Abhydrolase domain containing 7	ABHD7	4.89
GgaAffx.26062.1.S1_s_at	---	similar to immunoglobulin-like receptor CHIR-B3	LOC426119 ///<br>LOC770720	4.78
GgaAffx.11801.1.S1_at	Gga.42499	synaptogyrin 3	SYNGR3	4.76
Gga.969.1.S1_at	Gga.969	monooxygenase, DBH-like 1	MOXD1	4.67
Gga.4416.1.S1_at	Gga.4416	serpin peptidase inhibitor, clade I (neuroserpin), member 1	SERPINI1	4.65
GgaAffx.8892.1.S1_at	Gga.39541	similar to immunoglobulin-like receptor CHIR-A2	LOC426330	4.61
GgaAffx.3968.1.S1_at	Gga.29543	hypothetical LOC424855	LOC424855	4.58
Gga.13336.5.S1_x_at	Gga.42424	MHC class II beta chain /// MHC class II antigen B-F minor heavy chain	BLB1 /// BLB2	4.56
Gga.11227.1.S1_at	Gga.25798	bone marrow stromal cell antigen 1	BST1	4.5
Gga.4719.1.S1_s_at	Gga.34313	apolipoprotein A-I	APOA1	4.4
GgaAffx.26327.1.S1_x_at	Gga.38935	similar to immunoglobulin-like	LOC425309	4.38

		receptor CHIR-AB3 -B -B5 -B4		
GgaAffx.10876.2.S1_s_at	Gga.22088	lymphocyte cytosolic protein 1 (L-plastin)	LCP1	4.37
Gga.6848.2.S1_at	Gga.6848	GLI pathogenesis-related 1 (glioma)	RCJMB04_20n13	4.37
Gga.6650.3.S1_a_at	Gga.41869	similar to programmed death ligand 1	LOC427225	4.36
Gga.5507.1.S1_at	Gga.10968	glutathione S-transferase omega 1	GSTO1	4.3
Gga.21.1.S1_a_at	Gga.21	interleukin 2 receptor, gamma (severe combined immunodeficiency)	IL2RG	4.27
GgaAffx.12323.1.S1_s_at	Gga.34664	ecotropic viral integration site 2A	EVI2A	4.26
GgaAffx.23262.1.S1_at	Gga.10465	G protein-coupled receptor 65	GPR65	4.25
GgaAffx.10696.1.S1_at	Gga.24899	phosphatidylinositol-specific phospholipase C, X domain containing 1	PLCXD1	4.24
Gga.7298.1.S1_at	Gga.7298	complement component 1, q subcomponent, A chain	C1QA	4.2
Gga.6529.1.S1_at	Gga.6529	Fc fragment of IgE, high affinity I, receptor for; gamma polypeptide	FCER1G	4.12
Gga.5568.1.S1_at	Gga.5568	Finished cDNA, clone ChEST576b15	---	4.01
Gga.8752.1.S1_s_at	Gga.8752	sorting nexin 10	SNX10	4.01
Gga.9873.1.S1_at	Gga.9873	complement component 1, q subcomponent, C chain	C1QC	4.01
Gga.10034.2.S1_s_at	Gga.10034	serpin peptidase inhibitor, clade B (ovalbumin), member 2	SERPINB2	3.97
GgaAffx.12715.1.S1_s_at	Gga.22398	glia maturation factor, beta	RCJMB04_21j8	3.93
Gga.2039.1.S1_at	Gga.2039	heme oxygenase (decycling) 1	HMOX1	3.92
GgaAffx.6896.1.S1_at	---	similar to RASGEF1B protein	LOC776184	3.86
Gga.1193.1.S2_at	Gga.1193	protein tyrosine phosphatase, receptor type, C	PTPRC	3.83
Gga.9935.1.S1_at	Gga.45540	deleted in malignant brain tumors 1	DMBT1	3.81
Gga.16689.1.S1_s_at	Gga.30272	parvin, beta	PARVB	3.81
Gga.13484.1.S1_at	Gga.42186	interleukin 15	IL15	3.78
Gga.871.1.S1_at	Gga.871	solute carrier family 2 (facilitated glucose transporter), member 3	SLC2A3	3.77
Gga.7788.1.S1_at	Gga.7788	similar to phospholipase A2 inhibitor gamma subunit B	LOC426893	3.76
Gga.826.1.S1_s_at	Gga.826	interleukin 8	IL8	3.72
GgaAffx.12983.1.S1_at	Gga.43690	glucuronidase, beta	RCJMB04_28l23	3.72
Gga.6025.1.S1_s_at	Gga.6025	cathepsin S	CTSS	3.66
Gga.6093.1.S1_at	Gga.6093	chromosome 9 open reading frame 91	C9orf91	3.64
GgaAffx.12658.1.S1_at	Gga.21246	neutrophil cytosolic factor 4,	NCF4	3.63

GgaAffx.12658.1.S1_at	Gga.21246	neutrophil cytosolic factor 4, 40kDa	NCF4	3.63
Gga.11016.1.S1_at	Gga.11016	B locus M alpha chain 1	B-MA1	3.6
Gga.9362.2.S1_at	Gga.9362	hypothetical LOC423783	LOC423783	3.59
GgaAffx.10679.1.S1_at	Gga.24853	similar to GM-CSF receptor	LOC418667	3.59
Gga.15142.1.S1_s_at	Gga.3137	prostaglandin-D synthase	PGDS	3.57
GgaAffx.6177.1.S1_at	Gga.24203	glucosamine (N-acetyl)-6-sulfatase (Sanfilippo disease IIID)	GNS	3.57
GgaAffx.25280.1.S1_at	Gga.3602	coactosin-like 1 (Dictyostelium)	COTL1	3.55
Gga.9109.1.S1_at	Gga.9109	Transcribed locus	---	3.5
Gga.1294.1.S1_at	Gga.1294	myosin IF	MYO1F	3.49
Gga.236.1.S1_at	Gga.236	lymphocyte cytosolic protein 2 (SH2 domain containing leukocyte protein of 76kDa)	LCP2	3.49
Gga.7046.1.S1_s_at	Gga.7046	Deleted in malignant brain tumors 1	DMBT1	3.48
Gga.7176.1.S1_at	Gga.7176	mitochondrial trans-2-enoyl-CoA reductase	MECR	3.39
Gga.5393.1.S1_at	Gga.5393	similar to serine protease	LOC423941	3.35
Gga.9261.1.S1_a_at	Gga.9261	sclerostin domain containing 1	SOSTDC1	3.34
Gga.1939.1.S1_at	Gga.8392	Epithelial membrane protein 1	EMP1	3.33
Gga.6666.1.S1_at	Gga.6666	similar to serine protease inhibitor Kazal type 9	LOC770450	3.29
Gga.11395.1.S1_at	Gga.11395	G protein-coupled receptor 34	GPR34	3.27
Gga.12236.1.S1_at	Gga.12236	Transcribed locus	---	3.26
Gga.4070.1.S1_at	Gga.19453	Colony stimulating factor 1 receptor, formerly McDonough feline sarcoma viral (v-fms) oncogene homolog	CSF1R	3.25
Gga.2533.1.S1_s_at	Gga.2533	glutathione S-transferase A1	GSTA1	3.24
Gga.6064.1.S1_at	---	---	---	3.2
Gga.2408.1.S1_at	Gga.6577	branched chain aminotransferase 1, cytosolic	BCAT1	3.18
Gga.15768.1.S1_at	Gga.32370	tumor necrosis factor, alpha-induced protein 6	TNFAIP6	3.15
Gga.11614.1.S1_at	Gga.1180	serpin peptidase inhibitor, clade F (alpha-2 antiplasmin, pigment epithelium derived factor), member 1/2	SERPINF1 /// SERPINF2	3.13
Gga.11658.1.S1_at	Gga.11658	bactericidal/permeability-increasing protein	BPI	3.13
GgaAffx.11201.3.S1_s_at	Gga.37297	toll-like receptor 6 /// similar to toll-like receptor 1 /// Toll-like receptor 1 type 2 /// toll-like receptor 16	CHTLR1-TYPE2 /// TLR16 /// TLR6	3.1
Gga.12604.1.S1_a_at	Gga.12604	membrane-spanning 4-domains, subfamily A, member 15	MS4A15	3.07

Gga.3095.1.S1_a_at	Gga.3095	similar to hypothetical protein FLJ22662	LOC417967	3.06
GgaAffx.1342.1.S1_at	Gga.28157	zinc finger CCCH-type containing 12A	ZC3H12A	3.01
Gga.17090.1.S1_s_at	Gga.17090	scinderin	SCIN	3.01
Gga.20069.1.S1_at	Gga.38662	Finished cDNA, clone ChEST1021j1	---	2.98
Gga.7352.1.S1_at	---	---	---	2.94
GgaAffx.11658.1.S1_s_at	Gga.22314	neutrophil cytosolic factor 1	RCJMB04_3f13	2.9
GgaAffx.25386.2.S1_s_at	Gga.18555	dedicator of cytokinesis 2	DOCK2	2.89
Gga.1111.1.S1_a_at	Gga.1111	ubiquitin specific peptidase 18	USP18	2.89
Gga.10748.1.S1_at	---	---	---	2.88
Gga.17521.1.S1_s_at	Gga.17521	N-acylsphingosine amidohydrolase (acid ceramidase) 1	ASAH1	2.88
GgaAffx.26115.1.A1_at	Gga.16606	hypothetical gene supported by CR387553	LOC424026	2.87
GgaAffx.9441.2.S1_s_at	Gga.22533	Similar to Sphingomyelin phosphodiesterase, acid-like 3A	LOC776223	2.86
Gga.4772.1.S1_at	Gga.4772	Finished cDNA, clone ChEST662i24	---	2.86
Gga.7625.1.S1_at	Gga.36902	Finished cDNA, clone ChEST293h11	---	2.85
Gga.12980.1.S1_s_at	Gga.3447	phospholipase C, delta 1	PLCD1	2.82
GgaAffx.3452.1.S1_at	Gga.22736	phosphoinositide-3-kinase, catalytic, beta polypeptide	PIK3CB	2.81
Gga.10753.1.S1_at	Gga.10753	receptor accessory protein 3	REEP3	2.81
GgaAffx.20260.1.S1_at	Gga.34896	Finished cDNA, clone ChEST806n6	---	2.79
GgaAffx.21123.1.S1_s_at	Gga.3854	cathepsin B	CTSB	2.78
Gga.4083.1.S1_at	Gga.4083	homeodomain protein	NKX-6.1	2.71
Gga.198.1.S1_at	Gga.198	matrix metalloproteinase 9 (gelatinase B, 92kDa gelatinase, 92kDa type IV collagenase)	MMP9	2.67
Gga.11825.1.S1_s_at	Gga.11825	glycerol kinase	GK	2.67
GgaAffx.22812.1.S1_at	Gga.44425	hypothetical LOC426902	LOC426902	2.67
GgaAffx.22242.2.S1_s_at	---	---	---	2.66
Gga.6492.1.S1_at	Gga.6492	similar to chemokine CXCL13/BCA-1	LOC422510	2.66
GgaAffx.23937.1.S1_s_at	Gga.4462	myosin, heavy chain 9, non-muscle	MYH9	2.63
GgaAffx.11975.1.S1_s_at	Gga.4403	prosaposin	PSAP	2.63
Gga.2149.1.S1_s_at	Gga.2149	UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 2	B3GNT2	2.61
GgaAffx.23416.1.S1_at	Gga.29461	solute carrier family 6, member 15	SLC6A15	2.6

Gga.12042.1.S1_at	Gga.12042	Interleukin 1 receptor accessory protein	IL1RAP	2.6
GgaAffx.20296.1.S1_at	Gga.17550	Similar to similar to 60 kDa heat shock protein, mitochondrial precursor (Hsp60) (60 kDa chaperonin) (CPN60) (Mitochondrial matrix protein P1) (HSP-65)	LOC777450	2.6
Gga.6031.1.S1_s_at	Gga.6031	hepatitis A virus cellular receptor 1	RCJMB04_10h2	2.59
Gga.7092.1.S1_at	Gga.7092	similar to FLJ00156 protein	LOC423781	2.59
Gga.13994.1.S1_at	Gga.13994	secretory carrier membrane protein 1	SCAMP1	2.59
GgaAffx.21502.1.S1_at	Gga.28486	UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 5	B3GNT5	2.59
GgaAffx.4586.1.S1_at	Gga.8861	mitogen-activated protein kinase kinase kinase 8	MAP3K8	2.57
Gga.6261.1.S1_at	Gga.38109	microsomal glutathione S-transferase 1	MGST1	2.56
Gga.7082.1.S1_at	Gga.34748	Finished cDNA, clone ChEST79i3	---	2.56
Gga.11612.1.S1_s_at	Gga.11612	leukotriene A4 hydrolase	LTA4H	2.55
GgaAffx.12483.1.S1_at	Gga.21399	serum/glucocorticoid regulated kinase family, member 3	SGK3	2.55
GgaAffx.9516.1.S1_at	Gga.22196	coagulation factor II (thrombin) receptor-like 1	F2RL1	2.54
Gga.998.2.S1_a_at	Gga.998	CD3d molecule, delta (CD3-TCR complex)	CD3D	2.54
Gga.8635.1.S1_at	Gga.8594	solute carrier family 5 (sodium/glucose cotransporter), member 1	SLC5A1	2.54
Gga.3723.1.S1_at	Gga.3723	phospholipase A2, group IVA (cytosolic, calcium-dependent)	PLA2G4A	2.54
GgaAffx.8725.1.S1_s_at	Gga.22514	CNDP dipeptidase 2 (metallopeptidase M20 family)	CNDP2	2.53
Gga.19451.1.S1_at	Gga.19451	ADAM metallopeptidase domain 28	RCJMB04_17j13	2.53
Gga.7158.1.S1_at	Gga.7158	CD164 molecule, sialomucin	CD164	2.53
GgaAffx.12747.1.S1_s_at	Gga.1282	phosphogluconate dehydrogenase	PGD	2.52
GgaAffx.7309.2.S1_s_at	Gga.40185	nucleotide-binding oligomerization domain containing 1	NOD1	2.5
Gga.8259.1.S1_at	Gga.37229	Megakaryocyte-associated tyrosine kinase	MATK	2.48
GgaAffx.4379.1.S1_at	Gga.32116	toll-like receptor 4	TLR4	2.48
Gga.4398.1.S1_at	Gga.4398	lactate dehydrogenase A	LDHA	2.48
GgaAffx.7796.1.S1_at	Gga.23156	solute carrier family 39 (zinc transporter), member 8	SLC39A8	2.47

Gga.19327.1.S1_at	Gga.35778	Finished cDNA, clone ChEST912j10	---	2.46
GgaAffx.12646.1.S1_at	Gga.22529	spleen tyrosine kinase	RCJMB04_19o18	2.46
Gga.4503.1.S1_a_at	Gga.8606	phosphoglycerate kinase 1	PGK1	2.45
Gga.9486.1.S1_s_at	Gga.9486	La ribonucleoprotein domain family, member 5	LARP5	2.45
Gga.1712.1.S1_a_at	Gga.1712	ATPase, H ⁺ transporting, lysosomal 70kDa, V1 subunit A	ATP6V1A	2.45
Gga.16552.2.S1_a_at	Gga.16552	hypothetical gene supported by CR387685	LOC421780	2.45
Gga.5761.1.S1_at	Gga.5761	EF-hand domain family, member D1	EFHD1	2.45
Gga.19.1.S1_at	Gga.19	interleukin 1, beta	IL1B	2.44
GgaAffx.21769.1.S1_s_at	Gga.1152	lipoprotein lipase	LPL	2.43
Gga.2689.2.S1_s_at	Gga.23765	acid phosphatase 1, soluble	ACP1	2.43
Gga.8312.4.S1_a_at	Gga.42199	similar to thioesterase B	LOC769339	2.41
GgaAffx.2281.1.S1_at	Gga.41699	unc-119 homolog (C. elegans)	UNC119	2.41
GgaAffx.181.1.S1_at	Gga.40595	plakophilin 1 (ectodermal dysplasia/skin fragility syndrome)	PKP1	2.4
Gga.13407.1.S1_at	Gga.22955	Nedd4 family interacting protein 2	NDFIP2	2.4
GgaAffx.2598.1.S1_at	Gga.7080	sterol O-acyltransferase (acyl-Coenzyme A: cholesterol acyltransferase) 1	SOAT1	2.4
GgaAffx.2750.1.S1_s_at	Gga.7113	RAB27A, member RAS oncogene family	RAB27A	2.39
Gga.701.1.S1_s_at	Gga.34358	leukocyte ribonuclease A-1 /// leukocyte ribonuclease A-2	RSFR	2.39
GgaAffx.13083.1.S1_s_at	Gga.11550	family with sequence similarity 49, member A	FAM49A	2.37
Gga.15971.1.S1_at	Gga.15971	Finished cDNA, clone ChEST136j22	---	2.37
Gga.11955.1.S1_at	Gga.36548	Immunoglobulin superfamily, member 6	IGSF6	2.36
Gga.3397.1.S1_at	Gga.42818	N-acetyltransferase 2 (arylamine N-acetyltransferase)	NAT2	2.35
GgaAffx.24574.1.S1_at	Gga.28900	CD274 molecule	CD274	2.34
GgaAffx.24870.1.S1_s_at	Gga.7071	solute carrier family 23 (nucleobase transporters), member 2	SLC23A2	2.34
GgaAffx.22855.1.S1_at	Gga.41632	similar to 4930506M07Rik protein	LOC771423	2.34
GgaAffx.11821.1.S1_s_at	Gga.21297	sterol-C4-methyl oxidase-like	SC4MOL	2.33
Gga.523.1.S1_at	Gga.523	cathepsin L2	CTSL2	2.33
Gga.4285.1.S1_at	Gga.4285	CCAAT/enhancer binding protein (C/EBP), beta	CEBPB	2.33
Gga.483.1.S1_at	Gga.483	JTAP-1	LOC395818	2.32
Gga.9136.1.S1_at	Gga.9136	tumor-associated calcium signal transducer 1	TACSTD1	2.32

Gga.740.1.S1_at	Gga.37849	S100 calcium binding protein A9	S100A9	2.32
Gga.7639.2.S1_a_at	Gga.7639	similar to putative protein product of HMFN0672	LOC422000	2.31
Gga.690.1.S1_at	Gga.690	lymphocyte antigen 86	LY86	2.31
GgaAffx.12417.1.S1_at	Gga.22371	PQ loop repeat containing 2	PQLC2	2.31
GgaAffx.13096.1.S1_at	Gga.18933	Ras association (RalGDS/AF-6) domain family 5	RASSF5	2.31
GgaAffx.12933.1.S1_at	Gga.4188	solute carrier family 25, member 13 (citrin)	SLC25A13	2.3
Gga.16342.1.S1_at	Gga.16342	ribonuclease T2	RNASET2	2.3
GgaAffx.3906.1.S1_s_at	Gga.7601	galactosamine (N-acetyl)-6-sulfate sulfatase (Morquio syndrome, mucopolysaccharidosis type IVA)	GALNS	2.3
Gga.19101.1.S1_at	Gga.19101	Finished cDNA, clone ChEST926n8	---	2.29
GgaAffx.12454.1.S1_s_at	Gga.4593	palmitoyl-protein thioesterase 1 (ceroid-lipofuscinosis, neuronal 1, infantile)	PPT1	2.29
Gga.8822.1.S1_at	Gga.8822	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 8, 19kDa	NDUFB8	2.28
GgaAffx.3113.1.S1_at	Gga.28865	catechol-O-methyltransferase domain containing 1	COMTD1	2.27
Gga.8003.1.S1_at	Gga.43229	chromosome 20 open reading frame 30	C20orf30	2.27
Gga.9362.1.S1_at	Gga.45795	Transcribed locus	---	2.27
Gga.11477.1.S1_at	Gga.11477	hypothetical LOC418095	LOC418095	2.27
GgaAffx.907.1.S1_at	Gga.14395	NAD kinase	NADK	2.26
Gga.10606.1.S1_at	Gga.10606	suppressor of cytokine signaling 1	SOCS1	2.24
Gga.5666.2.S1_a_at	Gga.46448	Finished cDNA, clone ChEST362o18	---	2.24
GgaAffx.24611.2.S1_s_at	Gga.24333	similar to histamine H3 receptor H3S	LOC428525	2.24
Gga.155.1.S1_s_at	Gga.667	lectin, galactoside-binding, soluble, 3	LGALS3	2.24
Gga.7305.2.S1_a_at	Gga.7305	solute carrier family 31 (copper transporters), member 2	SLC31A2	2.23
GgaAffx.12460.1.S1_s_at	Gga.4677	Niemann-Pick disease, type C2	NPC2	2.23
GgaAffx.9243.1.S1_s_at	Gga.29117	CCR4-NOT transcription complex, subunit 6 /// similar to CCR4-NOT transcription complex, subunit 6	CNOT6	2.22
Gga.3876.1.S1_at	Gga.3876	ATPase, H ⁺ transporting, lysosomal 56/58kDa, V1 subunit B2	ATP6V1B2	2.22
GgaAffx.12510.1.S1_at	Gga.22586	hypothetical protein	LOC770922	2.22

GgaAffx.1121.1.S1_s_at	Gga.22479	UBA domain containing 1	UBAC1	2.21
Gga.12881.1.S1_s_at	Gga.12881	ATPase, class VI, type 11B	ATP11B	2.21
GgaAffx.12149.1.S1_at	Gga.39733	transaldolase 1 /// similar to EPS8-like 2	TALDO1	2.21
GgaAffx.20713.1.S1_s_at	Gga.4704	phosphoribosylglycinamide formyltransferase, phosphoribosylglycinamide synthetase, phosphoribosylaminoimidazole synthetase	GART	2.21
Gga.4139.1.S1_at	Gga.4139	aconitase 1, soluble	ACO1	2.2
Gga.4989.1.S1_s_at	Gga.4989	cytochrome b5 type A (microsomal)	CYB5A	2.2
GgaAffx.9126.5.S1_s_at	Gga.22408	lectin, galactoside-binding, soluble, 8 (galectin 8)	LGALS8	2.2
Gga.13304.1.S1_at	Gga.13304	myelin protein zero-like 3	MPZL3	2.2
Gga.5607.1.S1_at	Gga.5607	Transcribed locus, moderately similar to XP_963881.2 hypothetical protein NCU08122 [Neurospora crassa OR74A]	---	2.2
Gga.17102.1.S1_s_at	Gga.12948	tumor protein D52	TPD52	2.18
Gga.9018.2.S1_at	Gga.43764	similar to KIAA0494 protein	LOC424617	2.18
GgaAffx.11445.1.S1_at	Gga.15890	syntaxin 7	STX7	2.18
GgaAffx.12848.1.S1_at	Gga.30798	leucine-rich PPR-motif containing	LRPPRC	2.18
Gga.3565.1.S1_a_at	Gga.43413	ubiquitin carboxyl-terminal esterase L3 (ubiquitin thiolesterase)	UCHL3	2.16
Gga.4511.1.S1_at	Gga.4511	T-cell, immune regulator 1, ATPase, H+ transporting, lysosomal V0 subunit A3	TCIRG1	2.16
Gga.16491.3.S1_a_at	Gga.16491	MOB1, Mps One Binder kinase activator-like 3 (yeast) /// similar to 2C4D	RCJMB04_1o21	2.16
GgaAffx.3525.1.S1_at	Gga.21980	coagulation factor III (thromboplastin, tissue factor)	F3	2.16
GgaAffx.24771.1.S1_at	Gga.43314	Ras-related GTP binding D	RRAGD	2.15
GgaAffx.21334.1.S1_at	Gga.23699	Finished cDNA, clone ChEST613g9	---	2.15
GgaAffx.5549.1.S1_at	Gga.23512	ATPase, H+ transporting, lysosomal accessory protein 1	ATP6AP1	2.14
GgaAffx.10317.4.S1_s_at	Gga.21681	ATP-binding cassette, sub-family G (WHITE), member 1	ABCG1	2.14
GgaAffx.11995.1.S1_at	Gga.7693	basic leucine zipper and W2 domains 2	BZW2	2.14
Gga.12233.1.S1_at	Gga.12233	N-acylsphingosine amidohydrolase (acid ceramidase)-like	ASAHL	2.14
GgaAffx.7589.1.S1_at	Gga.39420	chemokine (C-X3-C motif)	CX3CR1	2.14

		receptor 1		
Gga.7959.2.S1_a_at	Gga.7959	SH3 domain containing, Ysc84-like 1 (<i>S. cerevisiae</i>)	SH3YL1	2.13
Gga.1114.1.S1_at	Gga.1114	cdk inhibitor CIP1 (p21)	CIP1	2.13
Gga.5128.1.S1_at	Gga.5128	chemokine (C-C motif) ligand 20	CCL20	2.13
GgaAffx.25290.1.S1_s_at	Gga.15725	hypothetical LOC426125	LOC426125	2.12
GgaAffx.6515.1.S1_at	Gga.29911	feline leukemia virus subgroup C cellular receptor family, member 2	FLVCR2	2.12
GgaAffx.5192.1.S1_s_at	Gga.44331	solute carrier family 26, member 5 (prestin)	SLC26A5	2.12
GgaAffx.13196.1.S1_s_at	Gga.43182	gasdermin 1	RCJMB04_34p8	2.11
GgaAffx.2089.1.S1_at	Gga.25854	hypothetical LOC416228	LOC416228	2.11
GgaAffx.6124.1.S1_at	Gga.1326	core 1 synthase, glycoprotein-N-acetylgalactosamine 3-beta-galactosyltransferase, 1	C1GALT1	2.1
Gga.14813.1.S1_at	Gga.14813	Finished cDNA, clone ChEST1014h6	---	2.1
Gga.19791.1.S1_s_at	Gga.24012	low density lipoprotein-related protein 12	LRP12	2.1
Gga.5454.1.S1_at	Gga.5454	abhydrolase domain containing 5	ABHD5	2.09
GgaAffx.12066.1.S1_s_at	Gga.6697	chromatin modifying protein 1B	CHMP1B	2.09
GgaAffx.23085.1.S1_s_at	Gga.35751	RAB3A interacting protein (rabin3)	RAB3IP	2.09
GgaAffx.21211.1.S1_s_at	Gga.8210	vacuolar protein sorting 4 homolog B (<i>S. cerevisiae</i>)	VPS4B	2.08
GgaAffx.11920.1.S1_s_at	Gga.22315	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 5	SMARCA5	2.08
GgaAffx.11679.1.S1_s_at	Gga.6959	interleukin 4 receptor	IL4R	2.08
Gga.6387.1.S1_at	Gga.34362	ras-related C3 botulinum toxin substrate 2 (rho family, small GTP binding protein Rac2)	RAC2	2.08
GgaAffx.11711.1.S1_s_at	Gga.7052	synaptosomal-associated protein, 91kDa homolog (mouse)	SNAP91	2.07
GgaAffx.21772.1.S1_s_at	Gga.391	interleukin 10 receptor, beta	IL10RB	2.07
GgaAffx.4296.1.S1_at	Gga.9957	phosphatidylserine decarboxylase	PISD	2.07
GgaAffx.21844.1.S1_s_at	Gga.1917	cadherin 2, type 1, N-cadherin (neuronal)	CDH2	2.07
GgaAffx.11480.1.S1_s_at	Gga.4218	ubiquitin-fold modifier 1	UFM1	2.07
Gga.15124.1.S1_at	Gga.43650	MOB1, Mps One Binder kinase activator-like 1A (yeast)	MOBK1A	2.06
Gga.9126.2.S1_at	Gga.34665	similar to immunoglobulin-like receptor CHIR-A2 /// similar to	LOC425308	2.06

Gga.9126.2.S1_at	Gga.34665	similar to immunoglobulin-like receptor CHIR-A2 /// similar to immunoglobulin-like receptor CHIR-AB1	LOC425308	2.06
Gga.13662.1.S1_s_at	Gga.17991	programmed cell death 6 interacting protein	PDCD6IP	2.06
GgaAffx.24832.1.S1_s_at	---	---	---	2.05
Gga.2148.4.S1_a_at	Gga.2148	solute carrier family 31 (copper transporters), member 1	SLC31A1	2.05
GgaAffx.12509.1.S1_s_at	Gga.9900	slowmo homolog 2 (Drosophila)	RCJMB04_17b4	2.05
GgaAffx.9520.1.S1_at	Gga.44426	transmembrane protein 128	TMEM128	2.04
Gga.16394.1.S1_at	Gga.47062	complement C4 /// steroid 21-hydroxylase	C4 /// CYP21	2.04
GgaAffx.4536.1.S1_s_at	Gga.30983	Rho GTPase activating protein 12	ARHGAP12	2.04
GgaAffx.11659.1.S1_s_at	Gga.34652	sorcini	RCJMB04_3f15	2.03
Gga.13578.1.S1_at	Gga.38189	Finished cDNA, clone ChEST547d13	---	2.03
Gga.4824.1.S1_at	Gga.4824	ATPase, H ⁺ transporting, lysosomal 13kDa, V1 subunit G1	ATP6V1G1	2.03
GgaAffx.11823.1.S1_s_at	Gga.30127	solute carrier family 7 (cationic amino acid transporter, y ⁺ system), member 6	SLC7A6	2.02
GgaAffx.9018.1.S1_at	Gga.16654	nucleoporin 50kDa	NUP50	2.02
GgaAffx.12319.1.S1_s_at	Gga.16652	hypothetical protein LOC769855	RCJMB04_12m23	2.02
Gga.9377.1.S1_at	Gga.9377	Similar to Expressed sequence AW146242	LOC776358	2.01
GgaAffx.1584.2.S1_s_at	Gga.22709	solute carrier family 9 (sodium/hydrogen exchanger), member 9	RCJMB04_16a12	2.01
Gga.6328.2.S1_s_at	Gga.6328	translocase of inner mitochondrial membrane 17 homolog A (yeast)	TIMM17A	2.01
Gga.1019.1.S1_at	Gga.18911	Finished cDNA, clone ChEST270m22	---	2.01
Gga.2977.1.S1_at	Gga.2977	protein tyrosine phosphatase, receptor-type, Z polypeptide 1	PTPRZ1	2.01
GgaAffx.12005.1.S1_s_at	Gga.4788	similar to Zgc:63829	RCJMB04_8a2	2.01

# Supplementary material for: Gene signatures in wound tissue as evidenced by molecular profiling in the chick embryo model
**Source:** BMC Genomics. 2010 Sep 14;11:495. doi: 10.1186/1471-2164-11-495
**Supplement:** Additional file 3 — (additional Table S3): List of all down-regulated genes (cut off > 0.1).

Affymetrix ID	UniGene ID	Gene.Name	Gene Symbol	Fold Change
Gga.9732.1.S1_at	Gga.43260	inter-alpha (globulin) inhibitor H5	ITIH5	-9.09
Gga.3013.1.S1_at	Gga.3013	collagen, type VIII, alpha 1	COL8A1	-6.67
Gga.3652.1.S1_at	Gga.3652	C-type lectin domain family 3, member B	CLEC3B	-4.35
GgaAffx.8087.2.S1_s_at	---	---	---	-4.17
Gga.15966.1.S1_at	Gga.35123	ankyrin 2, neuronal	ANK2	-3.85
Gga.9166.1.S1_at	Gga.9166	Finished cDNA, clone ChEST252j10	---	-3.57
Gga.16835.1.S1_at	Gga.15599	sparc/osteonectin, cwcv and kazal-like domains proteoglycan (testican) 1	SPOCK1	-3.45
Gga.8360.1.S1_at	Gga.36205	Atonal homolog 8 (Drosophila)	ATOH8	-3.45
GgaAffx.26547.1.S1_at	---	---	---	-3.33
Gga.170.1.S1_at	Gga.170	wingless-type MMTV integration site family, member 2B	WNT2B	-3.33
Gga.6141.1.S1_at	Gga.6141	immunoglobulin superfamily, member 21	IGSF21	-3.33
Gga.12209.1.S1_at	Gga.12209	Chromosome 4 open reading frame 31	C4orf31	-3.12
GgaAffx.24366.1.S1_at	Gga.23904	laminin, alpha 1	LAMA1	-3.12
Gga.9513.1.S2_at	Gga.9513	Chemokine (C-X-C motif) ligand 12 (stromal cell-derived factor 1)	CXCL12	-3.12
GgaAffx.7505.1.S1_at	Gga.29269	C1q and tumor necrosis factor related protein 1	C1QTNF1	-3.12
Gga.19875.1.S1_at	Gga.23851	plexin A2	PLXNA2	-3.03
Gga.8241.1.S1_at	Gga.8241	transcription factor 21	TCF21	-2.86
Gga.9024.1.S1_at	Gga.43042	chromosome 8 open reading frame 22	C8orf22	-2.86
Gga.618.1.S1_at	Gga.43121	cytochrome P450 1A4	CYP1A4	-2.78
GgaAffx.3294.1.S1_at	Gga.37857	similar to SYT9 protein	LOC423026	-2.7
GgaAffx.4610.1.S1_s_at	Gga.3019	similar to membrane associated guanylate kinase, WW and PDZ domain containing 1	LOC416083	-2.63
Gga.2888.1.S1_at	Gga.2888	fibrillin 1	FBN1	-2.63
GgaAffx.26220.2.S1_s_at	Gga.6559	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3G	SEMA3G	-2.63
Gga.5369.1.S1_at	Gga.39544	sodium channel, nonvoltage-	SCNN1G	-2.56

Gga.5369.1.S1_at	Gga.39544	sodium channel, nonvoltage-gated 1, gamma	SCNN1G	-2.56
Gga.8435.1.S1_at	Gga.8435	Similar to Ecrg4-A protein	LOC771055	-2.56
Gga.18421.1.S1_at	Gga.18421	Finished cDNA, clone ChEST659j16	---	-2.56
GgaAffx.20237.1.S1_s_at	Gga.20551	myc target 1	MYCT1	-2.5
Gga.15323.1.S1_at	Gga.15323	Finished cDNA, clone ChEST408k8	---	-2.33
Gga.1761.1.S1_at	Gga.1761	G protein-coupled receptor 116	GPR116	-2.33
Gga.12140.2.S1_a_at	Gga.12140	EGF-like-domain, multiple 7	EGFL7	-2.27
Gga.2731.1.S1_at	Gga.2731	Finished cDNA, clone ChEST793k15	---	-2.27
Gga.12104.1.S1_at	Gga.12104	receptor (G protein-coupled) activity modifying protein 2	RAMP2	-2.27
Gga.2971.2.S1_s_at	Gga.2971	Glycosyltransferase	AER61	-2.22
Gga.7530.1.S1_at	Gga.7530	Transcribed locus	---	-2.22
GgaAffx.5124.2.S1_s_at	---	---	---	-2.17
GgaAffx.21146.1.S1_at	Gga.44769	Finished cDNA, clone ChEST989g14	---	-2.17
Gga.7994.1.S1_at	---	---	---	-2.13
Gga.12525.1.S1_at	Gga.12525	FRAS1 related extracellular matrix 1	FREM1	-2.13
Gga.14029.1.S1_at	Gga.14029	Solute carrier family 16, member 12 (monocarboxylic acid transporter 12)	SLC16A12	-2.13
Gga.5001.1.S1_at	Gga.5001	cysteine rich transmembrane BMP regulator 1 (chordin-like)	CRIM1	-2.13
GgaAffx.2324.1.S1_at	Gga.47431	chloride channel Kb	CLCNKB	-2.13
Gga.4157.1.S1_at	Gga.4157	EPH receptor A7	EPHA7	-2.08
Gga.6268.1.S1_at	Gga.6268	Finished cDNA, clone ChEST867d11	---	-2.04
Gga.13724.1.S1_at	Gga.13724	Finished cDNA, clone	---	-2

# Supplementary material for: Gene signatures in wound tissue as evidenced by molecular profiling in the chick embryo model
**Source:** BMC Genomics. 2010 Sep 14;11:495. doi: 10.1186/1471-2164-11-495

A, Network 5 (upregulated genes)

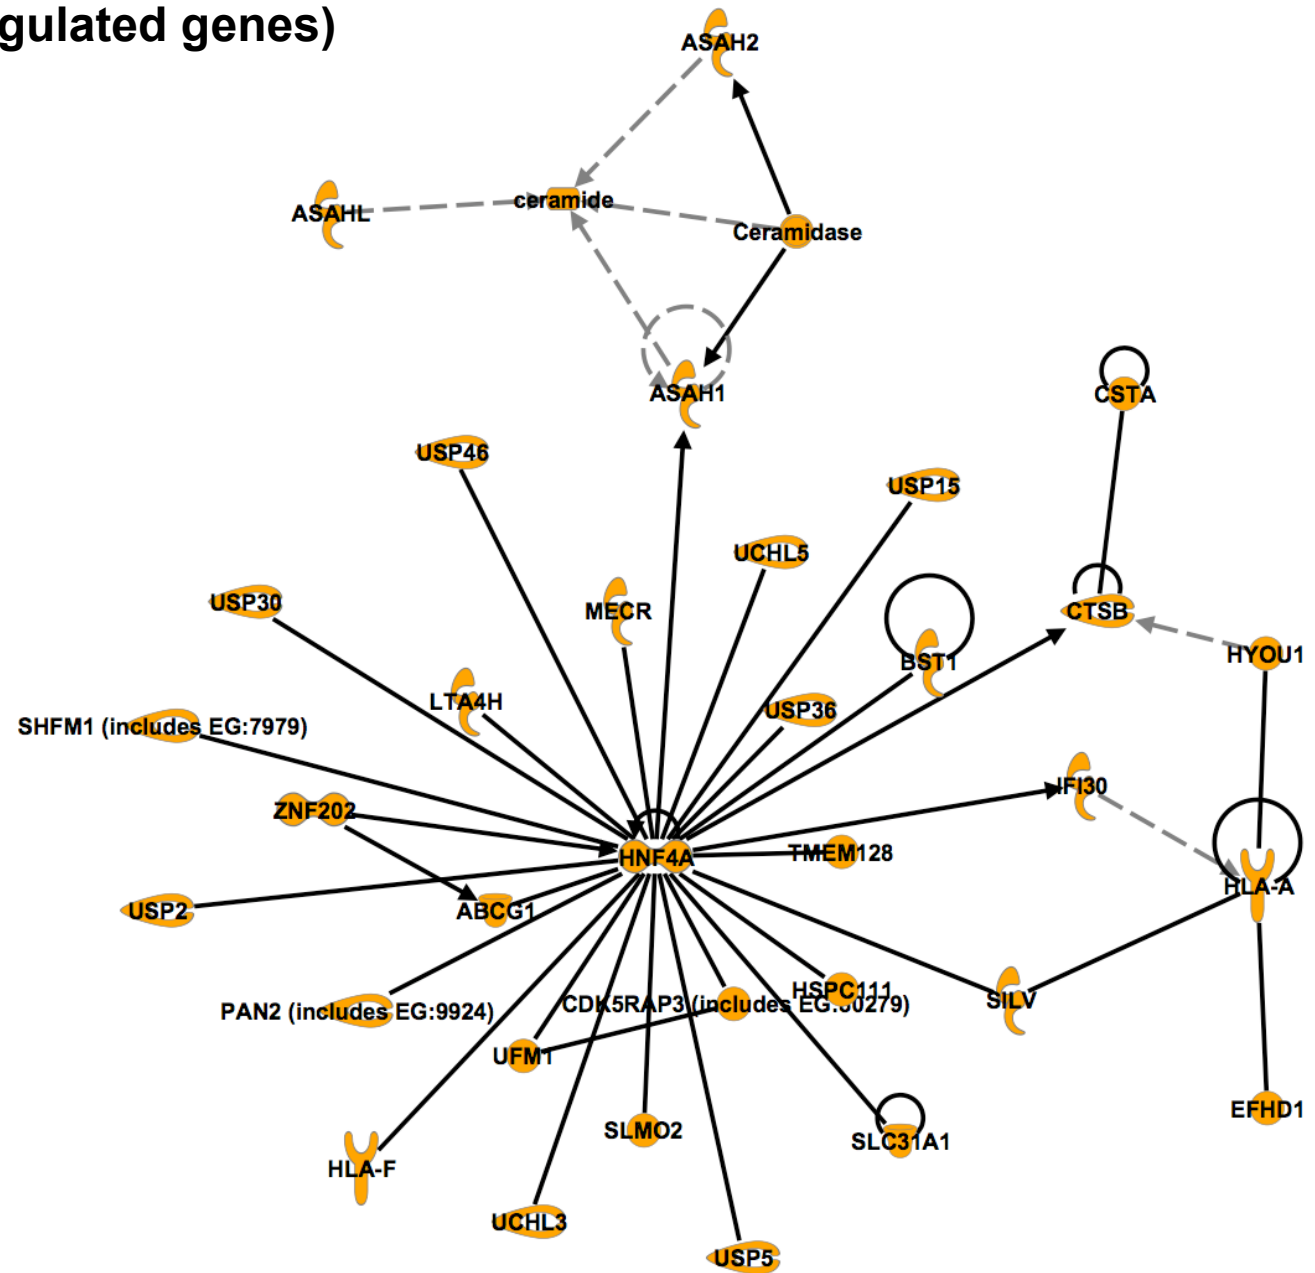

B, Network 6 (upregulated genes)

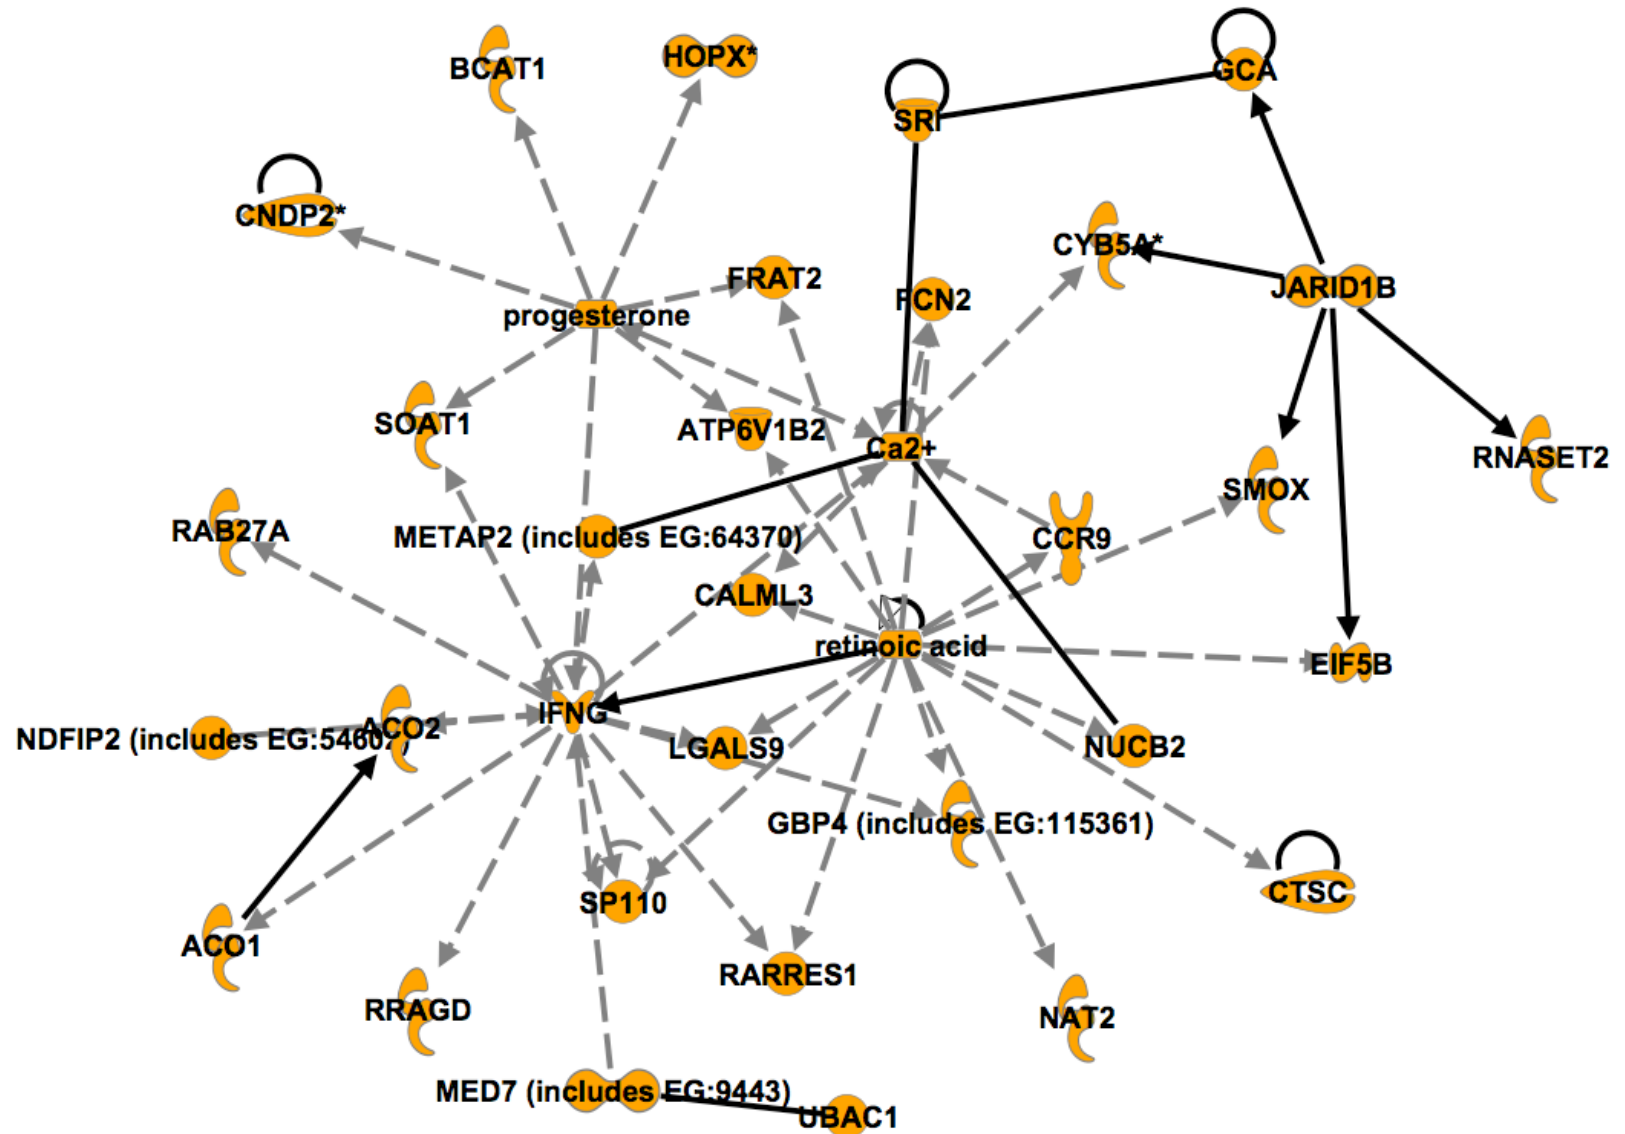

C, Network 7 (upregulated genes)

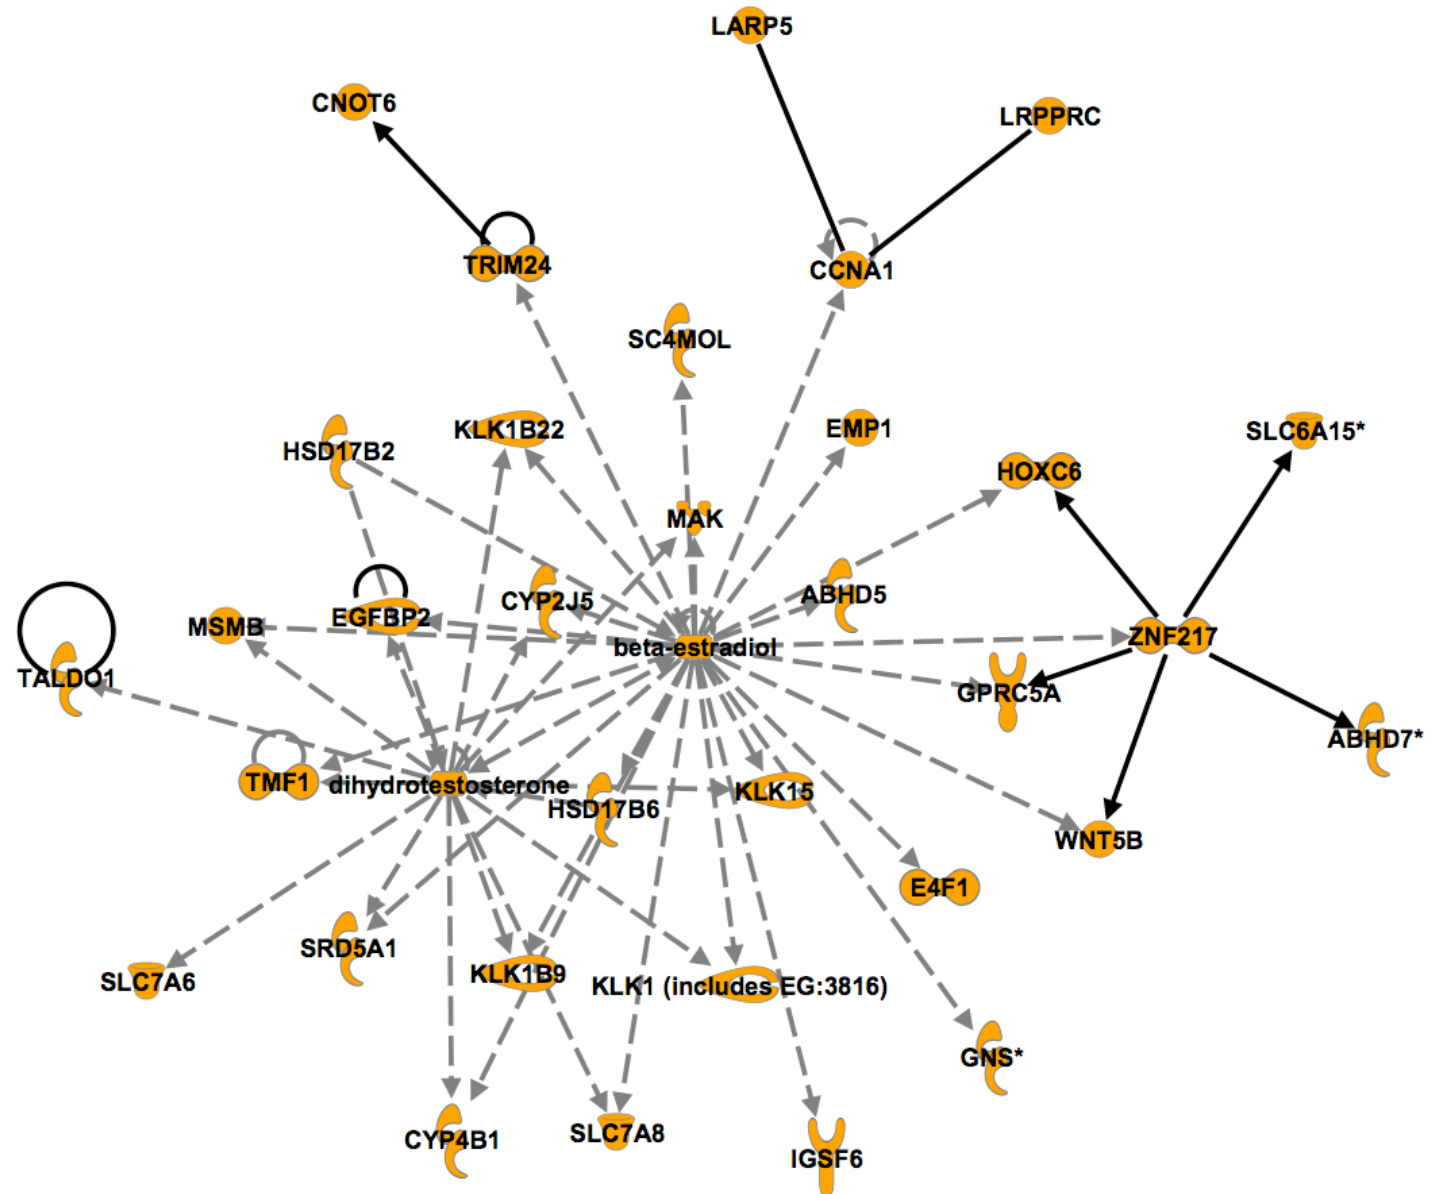

D, Network 8 (upregulated genes)

E, Network 9 (upregulated genes)

F, Network 10 (upregulated genes)

G, Network 11 (upregulated genes)

H, Network 12 (upregulated genes)

I, Network 1 (downregulated genes)

J, Network 2 (downregulated genes)

**Supplement:** Additional file 5 — (additional Figure S1A-J): Representation of networks from the IPA for up-(A-H) or down-regulated genes (I-J).

How the deposited data were processed for this re-analysis (not part of the article)

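Gene expression was measured in wound and control CAM of 3 eggs on 6 Affymetrix chicken GeneChips, 1 array per sample, 6 days after wounding and after 10 days of culture before it. The authors deposited log2 values per probe set, which the results section and the submitters' processing notes name as RMA, with no version given in the sources used here. The methods also name GCOS scaling, which gives linear signals, and the deposited log2 values, from 1.16 to 15.1, are not such signals. The ratio of the group means of 2 to the power of these values matches the fold changes the paper tabulates. Whether the background step was that of standard RMA is not given in the sources used here. The arrays carry no counts, so the number of arrays limits the precision. Columns of per-sample values not used numbered 0. 

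Probe sets were named from the platform annotation: 27168 have 1 gene symbol, 177 several and 11094 none, and no name was taken from a probe set with several. The symbols of 26853 were found in the RefSeq gene table. GPR116 is named by the paper's tables alone. Where a name used by the paper or in a list and the annotation differ, the former is used. Among such genes S100A9 is annotated as S100A12, BPI as LBP, GSTO1 as GSTO2, CRISP3 as CRISP2, SLC2A3 as SLC2A14, USP18 as USP41, CTSL1 as CTSV, IL10R as IL10RB, HLA-DPB1 as BLB1, IL8 as IL8L2, HBAA as HBA1, RSFR as RNASE6 and CATHL1 as CATH1. Some of these pairs are related genes and not synonyms, so a value under such a name belongs to the annotated probe set.

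The comparison of 3 wounds with 3 controls used limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over 38439 probe sets and thresholds of 0.05 and a fold change of 2, those of the paper. The paper's methods name two-class SAM with a Wilcoxon statistic and more permutations than 6 arrays have relabellings. SAM was run as an alternative with that rank-sum statistic and with the d-statistic, over the 20 relabellings that 6 arrays allow. The design, the alternatives, the 24 gene lists and the rule for named genes were fixed before the data were examined, with the paper's tables already read. The rule takes every gene the text or Tables 1 to 4 name as measured on the arrays, the 10 highest and 10 lowest fold changes among genes past the test whose groups do not overlap, and in each list up to 4 members past the test and, where the paper discusses them, up to 2 abundant members that are not. Genes named outside it are said to be chosen after their values were seen. Lists were tested with camera at an inter-gene correlation of 0.01, adjusted over the 24 lists, beside camera with an estimated correlation and fry. With an estimated correlation 0 lists passed, and fry, which tests whether a list's genes move one way and compares them with no other genes, passed 11, where camera at the preset correlation passed 17. List members were first matched also through gene synonyms. That matching paired some members with another gene and was dropped after its results were seen, which moved the heterophil list across the threshold. The eggs gave both a wound and a control, but no source used here says that equal replicate numbers mark 1 egg. After removal of the group means, arrays of equal number correlated at 0.58, 0.63 and 0.45, and all other pairs of wound and control below 0 (Pearson's r over probe sets, which are not independent replicates). The deviations of a group sum to 0, so positive pairs of equal number pull the others down, and the others are no further evidence. With all 3 above 0.1 the numbers were taken to pair the samples, and the blocked fit is given where it ends a call.

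The steps were tested on simulated data for the comparison of wound with control, with probe sets changed by known amounts among 38439. limma recovered 43 of 67 at a log2 change of 1, 61 of 67 at 2 and 62 of 66 at 3, with 10 false calls among 176. With the block it recovered 32, 44 and 49, but the simulated arrays held no egg effect for the block to remove. Unlike these fits, SAM was also held to a fold over 2, and its d-statistic recovered 21, 61 and 62. The rank sum recovered 0 at each size. Camera and fry each recovered 2 of 2 shifted lists among 20, with 0 false calls. The simulated probe sets were drawn independently of each other. This therefore does not test lists whose genes correlate, as those of the real arrays do. Alternatives were other normalizations, a filter on dim probe sets, the block, limma with trend and robust, SAM, other thresholds, other probe sets of a gene, and leaving out each array. A fit with the block and the filter together was added after seeing the data. The synonym matching, used first and dropped after its results were seen, was kept as an alternative. Tables and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The histology, qPCR, in situ and endothelial signature data of the paper were not analysed here, and no genome was used.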

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

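The tests of wound replicate 3 and the comparison of myeloid markers with erythroid, thrombocyte and epithelial genes were chosen after the results were seen. The paper's tables hold members of most gene lists, and 13 lists passed camera at the preset correlation over the members outside those tables. The smooth muscle and cell cycle lists, among the 13, have 0 members in the tables. For them this is the full list adjusted anew and no further check. Higher in the wound were myeloid cell markers (adjusted p = 0.0128), epithelial and keratinocyte genes (adjusted p = 1.79e-04), phagocyte oxidase and oxidative stress genes (adjusted p = 0.0278), lysosome and vacuolar ATPase genes (adjusted p = 4.95e-05), glycolysis and hypoxia genes (adjusted p = 0.0296) and cell cycle genes (adjusted p = 0.0188). Lower were endothelial cell genes (5.02e-09), angiogenic growth factors and receptors (0.00137), smooth muscle and myofibroblast genes (7.53e-04), fibroblast and mesenchyme genes (3.56e-06), extracellular matrix structural genes (2.89e-10), epithelial ion and calcium transport (0.0388) and developmental signalling genes (3.35e-07). No full list passed with an estimated correlation.

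The 6 arrays can be split into 3 and 3 in only 10 ways, too few for a share under 0.05. The real split called 208 probe sets higher and 50 lower, and no other split called more than 1 in either direction. Only the real split, 1 of 10, reached either count or its 17 shifted gene lists. Other splits gave up to 11 shifted lists at the preset correlation, and those that part all 3 pairs gave 8, 8 and 5, so a list past that test is weaker evidence than its p.

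Myeloid cell markers were higher in the wound, with a median of 1.79. Blood carried into the wound samples would have raised red cell genes, but the erythroid list had a median of -0.115 with 12 of 15 members below 0 (camera's adjusted p 0.0515), although hemoglobin HBAA lies near the top of the array's range and could hide a rise. A lower share of endothelial cells and stroma alone would raise the remaining cell types alike. The highest upper quartile of the erythroid, thrombocyte and epithelial lists, 0.90, lay under the myeloid lower quartile of 0.99, by a narrow margin. Of the 25 myeloid markers, however, 14 are in the paper's tables, chosen on these same arrays. In the erythroid, thrombocyte and epithelial lists 0 of 15, 0 of 8 and 5 of 32 are. Such members can raise the myeloid quartile, and those outside the tables were not compared, so this comparison cannot decide. The planned comparison with lymphocyte markers, upper quartile 0.0391, decides nothing, because 15 of 26 lie under the array's median level in controls, where a shift could go unseen. A lower share of other cell types remains open. More myeloid cells in the wound, or more of these transcripts per cell, remain as hypotheses that were not tested.

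Endothelial cell genes were lower in the wound, with quartiles of -1.23 and -0.21. The higher of the fibroblast and smooth muscle medians, -0.402, lay between them, which is consistent with a lower share of stroma as a whole in the wound samples. A fall of these transcripts within the cells remains open and was not tested. The paper's immunostaining shows vessels and myofibroblasts in the wound, but gives no share of cells relative to control tissue.

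Wound replicate 3 lay closest to the controls on the first principal component, and without it 253 probe sets fell. Its median position between the controls (0) and the other wounds (1) was 0.674 over 208 higher and 0.559 over 253 lower genes called without it, with overlapping quartiles (0.489 to 0.935 and 0.388 to 0.685), which is consistent with uninjured tissue mixed into that sample. Choosing genes by the other wounds also draws this position below 1 without any mixing. After quantile normalization it stayed apart at 15.2 on that component, which argues against normalization as the whole cause. A slower wound response in that egg remains open and was not tested.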

How the results depend on the processing

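The fit with block and filter together was chosen after the data were seen, and the first matching, by synonyms, was then made an alternative. The counts of calls moved with the processing. Probe sets higher and lower numbered 414 and 194 with dim probe sets left out, 390 and 25 by SAM's d-statistic, 0 and 0 by SAM's rank sum, 351 and 127 at FDR 10%, 439 and 215 at FDR 15%, 2 and 0 by treat at a fold of 1.5, 562 and 281 with block and filter together, 71 and 12 with the replicate number as a block, 57 and 21 after quantile normalization and 785 and 117 at any fold. At an unadjusted p under 0.05 limma passes 5538 probe sets, 6895 with the block. Counted as genes, 140 rose and 26 fell. Leaving out 1 array gave 9 to 208 higher and 4 to 253 lower, where fewer arrays also lower the power. The cause of these moves was not tested. Limma with trend and robust and median centring kept both counts within 1.5 times. Clustering placed 0 arrays outside their group in every alternative run. Of the 9 qPCR genes 4 passed with the block, 5 after quantile normalization and 1 to 7 without 1 array, and of the network members 11 with the block and 1 to 46 without 1 array.

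Of the 17 lists past camera at the preset correlation, 0 passed with an estimated correlation. Of all lists fry passed 11, MHC class I among them, which camera at the preset correlation did not pass. The adjusted p of the lists whose call or direction changed was as follows. With an estimated correlation: myeloid cell 0.117, heterophil and granule 0.539, endothelial cell 0.153, angiogenic growth factors and receptors 0.259, smooth muscle and myofibroblast 0.454, fibroblast and mesenchyme 0.259, extracellular matrix structural 0.258, epithelial and keratinocyte 0.153, epithelial ion and calcium transport 0.214, cytokines 0.153, MHC class II 0.300, phagocyte oxidase and oxidative stress 0.117, lysosome and vacuolar ATPase 0.117, glycolysis and hypoxia 0.117, cell cycle 0.574, fatty acid and cholesterol handling 0.117, developmental signalling 0.153. From fry: heterophil and granule 0.0894, angiogenic growth factors and receptors 0.0894, smooth muscle and myofibroblast 0.261, fibroblast and mesenchyme 0.0894, extracellular matrix structural 0.0586, matrix proteases and inhibitors 0.155 in the opposite direction, epithelial ion and calcium transport 0.0894, MHC class I 0.0230, cell cycle 0.119, retinoid handling and response 0.208 in the opposite direction. With the block: heterophil and granule 0.141, lymphocyte 0.920 in the opposite direction, erythroid 0.0119, MHC class II 0.0758. Over members outside the paper's tables: heterophil and granule 0.709 in the opposite direction, lymphocyte 0.879 in the opposite direction, cytokines 0.109, MHC class II 0.521 in the opposite direction, fatty acid and cholesterol handling 0.161. With dim probe sets left out: heterophil and granule 0.0627, erythroid 0.0312, cell cycle 0.0627. After quantile normalization: erythroid 0.0322, interferon response 0.0322. After median centring: erythroid 0.0424. With synonyms also matched: heterophil and granule 0.0710, lymphocyte 0.899 in the opposite direction. The block changed no other list's call. Without 1 array, the lowest and highest adjusted p were heterophil and granule 0.00262 to 0.200, lymphocyte 0.522 to 0.862, erythroid 3.20e-05 to 0.269, thrombocyte 0.522 to 0.856, matrix proteases and inhibitors 0.274 to 0.862, interferon response 0.0299 to 0.318, MHC class I 0.0318 to 0.122, cell cycle 6.00e-05 to 0.0875. The cause was not tested, apart from members or arrays left out.

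The 142 named genes include many that were not past an adjusted p of 0.05 and so had no call to lose. Among those past it, 58 lost their call with the block and 44 after quantile normalization. Among the others 18 gained a call with dim probe sets left out. Limma with trend and robust lost 1 and gained 4. Log2 differences that changed sign were after quantile normalization CA2 -0.215, ACADL -0.0028, MMP2 -0.340, CALR -0.206, RFXANK -0.0858, RBP5 -0.262, TPM1 -0.0410; after median centring CCNA1 0.0037; by the ratio of unlogged means TUBB1 0.115; by another probe set CX3CR1 -0.0030, CCNA2 -0.0068, CCNE1 -0.0389, IFNG -8.8e-04, PDGFRB 0.0148, FREM1 0.0121, SEMA3G 0.0012, TTR -0.0104, RBP7 -0.0151, HNRNPH1 -0.0483, TNFSF10 0.0034, HBAA -0.0011, HBAD 0.0150, FN1 0.102, FN1 0.163, FN1 0.153, COL3A1 0.0549, SERPINF1 -0.0270, TPM1 -0.0337. Without 1 array the range crossed 0 for CCNA1 -0.0036 to 0.0059, CCNE2 -0.0211 to 0.318, NRP1 -0.577 to 0.0605, CA2 -0.870 to 1.24, HBAA -0.0090 to 0.0621, LECT2 -0.403 to 0.162, CATHL1 -0.412 to 0.0856, GBP -1.49 to 1.12, GATA3 -0.0423 to 0.0332, MMP2 -0.131 to 0.336, CALR -0.403 to 0.358, RFXANK -0.0902 to 0.254, RBP5 -0.0630 to 0.136, TUBB1 -0.724 to 0.402. Among the genes past the test the sign changed only by other probe sets, for CX3CR1, FREM1, SEMA3G, TTR, RBP7 and SERPINF1.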

Differences from the paper's values

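Which alternatives to set beside each gene was chosen after its result was seen, from tests planned earlier. The paper reports 282 genes up-regulated and 44 down-regulated, and limma at the same thresholds gave 208 and 50 probe sets, within 1.5 times of the paper's counts. Counted as genes, with 1 probe set per gene, 140 rose and 26 fell, both further than 1.5 times from the paper's counts. Table S2 as read holds 283 probe sets. The fold changes here come from mean log2 values, those of the paper match the ratio of unlogged means: for FABP4 the paper gives 79-fold, against 116-fold here and 79.2-fold on the paper's scale, and for SPP1 30-fold, against 44.2-fold and 30.0-fold.

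Of the probe sets in Table S2, 167 of 283 passed limma's test. The paper names as up-regulated several genes that did not, all with the wounds above the controls: IL10R (adjusted p = 0.0561), SPP1 (0.0582), SERPINB2 (0.0616), RGS1 (0.0777), CCL20 (0.0875), IL1RAP (0.0876) and MMP9 (0.0896). The methods name SAM with a Wilcoxon statistic and more permutations than the 20 relabellings that 3 arrays a group allow. SAM's rank sum, that statistic, calls 0 probe sets here. With 3 arrays a group, all probe sets without overlap, 19.9% of all, tie at its extreme, where chance alone puts 10% if the arrays are unpaired. It could hardly reach an FDR of 5%, so its 0 calls decide nothing. SAM's d-statistic, which the methods do not name, calls all of these genes, and every probe set of Table S2. Leaving out dim probe sets calls IL10R (0.0235), SPP1 (0.0209), SERPINB2 (0.0224), RGS1 (0.0276), IL1RAP (0.0326) and MMP9 (0.0329). CCL20 is itself among the dim probe sets left out, so that alternative does not test it. The paper's qPCR, on more eggs, also found CCL20 higher in the wound. Without wound replicate 3, CCL20 (0.0180) and RGS1 (0.00906) pass, without control replicate 1 SPP1 (0.0382), with trend and robust SERPINB2 (0.0495), and by another probe set IL10R (0.0407).

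The paper describes network 3 through cyclins A and E and names interferon-γ and PDGF-BB in its networks, whose members include genes placed there by the network software. On the arrays CCNA2, CCNE1, CCNE2, CCNA1, IFNG and PDGFB did not pass, the lowest adjusted p being 0.191 for PDGFB, while CD44, ITGB2 and IL8 of the same networks did.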

Other observations

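The tests of the lists were planned, and the comparison of replicate numbers was chosen after the values were seen. Genes of the lysosome, where engulfed material is broken down, lay mostly above their control levels, as did the markers of myeloid cells. The lists share CTSS and LAPTM5. Of 57 measured lysosome and vacuolar ATPase genes, 25 rose, 0 fell and 32 did not pass the test (33 higher and 0 lower when adjusted over the list alone, 4 and 0 blocked over all probe sets). GUSB, a lysosomal glucuronidase, had a log2 fold change of 1.90 (standard error 0.19, adjusted p = 0.0253), and the cathepsins CTSL1, annotated as CTSV, and CTSK measured 1.24, adjusted p = 0.0599, and 1.19, adjusted p = 0.0899. The median was 0.73 and camera's adjusted p was 3.79e-13 (adjusted p = 0.117 with an estimated correlation, 4.95e-05 over members outside the paper's tables). Of 32 measured epithelial and keratinocyte genes, 6 rose, 0 fell and 26 did not pass the test (11 higher and 0 lower when adjusted over the list alone, 1 and 0 blocked over all probe sets), among them the desmosomal PKP1 (1.25, adjusted p = 0.0470, 0.0595 blocked) and the junction proteins EPCAM (0.73, adjusted p = 0.0147, 0.0541 blocked) and CLDN1 (0.79, adjusted p = 0.0109), the latter pair chosen after their values were seen. KRT7 and KRT14 measured 0.62, adjusted p = 0.0969, and 0.59, adjusted p = 0.140. The epithelial median was 0.60 and camera's adjusted p was 3.60e-07 (adjusted p = 0.153 with an estimated correlation). Of 31 measured genes of epithelial ion and calcium transport, 0 rose and 2 fell (0 higher and 3 lower when adjusted over the list alone, 1 and 0 blocked over all probe sets), among them the sodium channel chain SCNN1G (-1.36, adjusted p = 0.0228, 0.0631 blocked). Its median was -0.07 and camera's adjusted p was 0.00412 (adjusted p = 0.214 with an estimated correlation, 0.0894 from fry).

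Of 22 measured smooth muscle and myofibroblast genes, 0 rose, 0 fell and 22 did not pass the test (0 higher and 2 lower when adjusted over the list alone), with a median of -0.52, and camera's adjusted p was 4.79e-04 (adjusted p = 0.454 with an estimated correlation, 0.261 from fry). CALD1 and TPM1 of the contractile apparatus measured -0.81, adjusted p = 0.0923, and 0.35, adjusted p = 0.124. Another probe set of TPM1 was higher in the wound (0.67, adjusted p = 0.0221, 0.0589 blocked). By immunostaining the paper saw myofibroblasts with smooth muscle actin, and vessels, entering the wound. That is protein seen in place, while these values are RNA levels relative to control tissue. Of 15 measured erythroid genes, 0 rose, 0 fell and 15 did not pass the test (0 higher and 0 lower when adjusted over the list alone), with a median of -0.11. Camera's adjusted p for it was 0.0515, 0.0119 blocked and 3.20e-05 without wound replicate 2, 0.0273 without control replicate 1 and 0.0475 without control replicate 3. HBAA and HBAD measured 0.03, adjusted p = 0.955, and -0.07, adjusted p = 0.899. Of 8 measured thrombocyte genes, 1 rose, 0 fell and 7 did not pass the test (1 higher and 0 lower when adjusted over the list alone, 0 and 0 blocked over all probe sets), namely RGS18, chosen after its value was seen (0.80, adjusted p = 0.0221, 0.0595 blocked), and F13A1 measured 1.16, adjusted p = 0.227. The thrombocyte list had a mean of 0.23, a median of -0.08 and a camera direction of up (adjusted p = 0.807), so its median differs in sign from its mean and its test.

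Some genes varied more between replicate numbers than between wound and control, chosen after their values were seen. CA2, a carbonic anhydrase, measured 12.40, 12.33, 9.47 in control replicates 1, 2 and 3 and 12.54, 12.74, 9.20 in wound replicates 1, 2 and 3. GBP, a guanylate-binding protein, measured 8.98, 10.24, 5.44 and 8.30, 10.39, 5.68, and TUBB1, a tubulin of thrombocytes, 9.31, 10.23, 8.74 and 9.01, 10.64, 8.39, in the same order. AQP1, a water channel, measured -0.60, adjusted p = 0.555, ACADL 0.39, adjusted p = 0.110, BNIP3L 0.45, adjusted p = 0.356, TXN 0.65, adjusted p = 0.308 and GPX1 0.42, adjusted p = 0.245, none past the test.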
